# Cytoskeletal Keratins Are Overexpressed in a Zebrafish Model of Idiopathic Scoliosis

**DOI:** 10.3390/genes14051058

**Published:** 2023-05-09

**Authors:** Melissa Cuevas, Elizabeth Terhune, Cambria Wethey, MkpoutoAbasi James, Rahwa Netsanet, Denisa Grofova, Anna Monley, Nancy Hadley Miller

**Keywords:** idiopathic scoliosis, zebrafish, RNA sequencing, intervertebral disc degeneration, transcriptomics, histology, spine, genetics, *KIF7*, keratin

## Abstract

Idiopathic scoliosis (IS) is a three-dimensional rotation of the spine >10 degrees with an unknown etiology. Our laboratory established a late-onset IS model in zebrafish (*Danio rerio*) containing a deletion in *kif7*. A total of 25% of *kif7^co^*^63/*co*63^ zebrafish develop spinal curvatures and are otherwise developmentally normal, although the molecular mechanisms underlying the scoliosis are unknown. To define transcripts associated with scoliosis in this model, we performed bulk mRNA sequencing on 6 weeks past fertilization (wpf) *kif7^co^*^63/*co*63^ zebrafish with and without scoliosis. Additionally, we sequenced *kif7^co^*^63/*co*63^*, kif7^co^*^63/*+*^, and AB zebrafish (*n* = 3 per genotype). Sequencing reads were aligned to the GRCz11 genome and FPKM values were calculated. Differences between groups were calculated for each transcript by the *t*-test. Principal component analysis showed that transcriptomes clustered by sample age and genotype. *kif7* mRNA was mildly reduced in both homozygous and heterozygous zebrafish compared to AB. Sonic hedgehog target genes were upregulated in *kif7^co^*^63/*co*63^ zebrafish over AB, but no difference was detected between scoliotic and non-scoliotic mutants. The top upregulated genes in scoliotic zebrafish were cytoskeletal keratins. Pankeratin staining of 6 wpf scoliotic and non-scoliotic *kif7^co^*^63/*c*o63^ zebrafish showed increased keratin levels within the zebrafish musculature and intervertebral disc (IVD). Keratins are major components of the embryonic notochord, and aberrant keratin expression has been associated with intervertebral disc degeneration (IVDD) in both zebrafish and humans. The role of increased keratin accumulation as a molecular mechanism associated with the onset of scoliosis warrants further study.

## 1. Introduction

Idiopathic scoliosis (IS) is a structural lateral curvature of the spine ≥10° with a rotatory component [1]. Although 2–3% of adolescents across populations are affected with IS [2,3], and the condition has been researched for decades, the etiology of IS initiation as well as the pathology of severe, progressive IS are essentially unknown. Research progress has been stymied by significant challenges, including (1) a known causal tissue, as IS may affect the skeleton [4,5,6,7], musculature [8,9,10], the proprioceptive system [11,12,13], the nervous system [14,15], joints and/or other musculoskeletal tissues [16]; (2) significant phenotypic and genetic heterogeneity across affected individuals and families [17,18,19,20]; and (3) the lack of a developmentally appropriate animal model.

Over the last decade, *D. rerio* (zebrafish) has emerged as a popular model for human scoliosis based on similar vertebral anatomy, ease of breeding, and genetic manipulation [21]. To date, multiple zebrafish genetic mutants (e.g., *ptk7* [22,23], *POC5* [24], *kif6* [25]) have linked genes involved in cilia and ciliary motility to a progressive scoliosis, giving potential insight into molecular mechanisms that may regulate scoliosis development. These mutants exhibit ciliary motility defects and often develop hydrocephalus and/or a disruption of the Reissner fiber, a fiber aggregation along the central canal that is essential to zebrafish axial development [26,27,28]. Mechanisms related to cerebrospinal fluid (CSF) flow [23,29], specialized contacting neurons within the axial sensory system (CSF-cNs) [30], inflammation [31], and urotensin peptides [32] have been hypothesized as related to these phenotypic observations; however, a definitive mechanism related specifically to scoliosis development has not been characterized.

Our zebrafish model for scoliosis, *kif7^co^*^63/*co*63^, develops juvenile-onset spinal curvatures without obvious vertebral malformations, hydrocephalus, or malformations in the Reissner fiber [33]. As patients with IS are not yet known to have gross morphological changes to these structures and develop scoliosis during the juvenile-adolescent period, *kif7^co^*^63/*co*63^ zebrafish may uniquely mirror the human condition. *KIF7* encodes a broadly conserved kinesin ciliary protein that localizes to the axonemal tip of primary cilia and binds to the plus-ends of microtubules [34]. The protein functions as a scaffold protein for ciliary function and acts as both a negative and positive regulator of the hedgehog (Hh) signaling pathway, an evolutionary conserved molecular pathway central to embryonic development, limb patterning and musculoskeletal maintenance [34], including formation and maintenance of the intervertebral disc [35]. Kif7 primarily acts by suppressing the Gli1 transcription factor. In zebrafish, Kif7 accumulates at the ciliary tip, as observed in mammals, as well as within cytoplasmic puncta, which sequester Gli1 and Gli2 and disperse in response to Hh pathway activation [36]. In humans, loss of function mutations in *KIF7* have been linked to both Joubert and the rare acrocallosal syndromes (OMIM #611254), two ciliopathies with overlapping, system-wide defects including developmental disability, skeletal abnormalities and kidney disease. Scoliosis has been observed in 5–33% of Joubert syndrome cases [37,38,39], potentially related to early hypotonia, whereas the scoliosis prevalence in acrocallosal syndrome has not yet been described.

Approximately 25% of *kif7^co^*^63/*co*63^ zebrafish develop spinal curvatures as juveniles with no evidence of abnormalities in brain morphology or hydrocephaly, and no morphological changes to the central canal cilia or the Reissner fiber. Our hypothesis is that study of the *kif7^co^*^63/*co*63^ zebrafish, both with and without the scoliosis phenotype, will provide insight into potential molecular mechanisms underlying scoliosis development. To this end we performed bulk transcriptome mRNA sequencing analyses of our mutant *kif7^co^*^63/*co*63^ embryonic (4 days post fertilization) and young adult (6 weeks past fertilization [wpf]) zebrafish with and without scoliosis, as well as age-matched heterozygous and wild-type controls. Specific findings are validated via qRT-PCR and histology.

## 2. Materials and Methods

*Kif7^co^*^63^ *generation*: *Kif7^co^*^63^ zebrafish were generated by CRISPR-Cas9 as described previously [33]. Briefly, gDNA guides were generated using the CRISPOR tool [40] and targeted to exon 3 of *kif7* (NM_001014816.1). Zebrafish embryos at the single-cell stage were injected with an injection mix created from 18.2 ng sgRNA, 50 ng Cas9 protein, 285 mM potassium chloride, 1 µL phenol red, and sterile water during the single cell phase (<45 min post fertilization). Embryos were analyzed for mutations the day after injection by lysing, PCR and fragment analysis (FA). We generated F4 homozygous *kif7^co^*^63/*co*63^ first by outcrossing CRISPR-Cas9 injected F0 to AB wild-type fish (ZIRC) to generate F1 zebrafish. F1 mutations were characterized by Sanger sequencing (see below). F1 zebrafish were crossed to AB (wild-type) zebrafish to generate F2 *kif7^co^*^63/*+*^. We then in crossed F2 *kif7^co^*^63/*+*^ to generate F3 *kif7^co^*^63/*co*63^. We then in-crossed F3 *kif7^co^*^63/*co*63^ to generate a pool of F4 *kif7*^co63/co63^. Two zebrafish indel lines were generated from mutations resulting in (1.) a 5 base pair (bp) deletion/14 bp insertion at exon 3 (RefSeq gene NM_001014816.1), Chr7:14433928 (*kif7^co^*^63^), generating a 3 amino acid insertion and (2.) a 4 bp deletion in exon 3 (RefSeq gene NM_001014816.1), Chr7:14433924 (*kif7*d4), resulting in a frameshift mutation. Mutants were outcrossed to AB wild-type fish every third generation to avoid genetic drift. Mutant *kif7^co^*^63^ was used for all experiments due to consistent percentage of scoliosis phenotype in the population [33]. A complementation test was performed using both lines to confirm the phenotype is associated with the mutation of *kif7* gene [33] (Supplemental Figure S6).

### 2.1. Zebrafish Husbandry and Crossing

Zebrafish were housed at the University of Colorado Anschutz Medical Campus aquatic facility. Husbandry and experimental protocols were approved under the Institutional Animal Care and Use Committee Protocol #00370. Animals were maintained in a 14 h light/10 h dark cycle at 28.5 °C. Animals under anesthesia in 168 mg/L Tricaine were fin clipped for genotyping and RNA extraction. Animals were euthanized in 400 mg/L Tricaine, followed by immersion in ice water.

Zebrafish were bred in a sloped 1.7 L static tank. Males and females were placed in the tank separated by a divider. Each tank was set with a maximum of 8 total fish in an either 1:1 or 2:1 female to male ratio. Fish were placed in static tank in the afternoon after their last daily feeding. The following morning, water in the static tanks was changed and the dividers were pulled. Fish were monitored and embryos were harvested by siphoning after two hours.

### 2.2. Genotyping

At 24 h past fertilization (hpf), 8 embryos were euthanized by ice water immersion. Embryos were placed in 50 µL of lysis solution (500 µL 1 M Tris pH 8.3, 2.5 mL 1 M KCL, 1.5 mL 10% Tween, 1.5 mL 10% NP40, 44 mL ddH20). The 6 wpf zebrafish were genotyped by fin clip immediately post euthanasia. Briefly, zebrafish were immersed in 400 mg/L tricaine until gill movement stopped and tail fins were clipped with a sterile razor. Clipped fins were immersed in 50 µL lysis solution and run with the following reaction: 20 min at 95 °C, 2 min on ice, added 2.5 µL Proteinase K (Invitrogen, Waltham, MA, USA), 3 h at 55 °C, 10 min at 95 °C, and hold at 12 °C. Samples underwent the following PCR reaction using 12.5 µL 2× GOTaq Green Master Mix (Promega, Madison, WI, USA), 1 µL gDNA, 0.5 µL 10 µM F and R primers, and 10 µL sterile water (see Table 1):

Routine genotyping of zebrafish lines was performed by PCR as above, followed by gel electrophoresis using a 3% agarose gel with a 1:1 ratio of standard agarose to MetaPhor agarose (Lonza, Basel, Switzerland). The gel was run at 120 V for 1 h and 45 min followed by UV imaging (Supplemental Figure S5).

### 2.3. RNA Extraction and Sequencing (Novogene)

At 4 days past fertilization (dpf), 20 embryos per tube were euthanized and pooled in 1 mL of RNA lysis buffer (Zymo Research, Irvine, CA, USA). Embryos were lysed using a VWR Bead Mill Homogenizer with Lysing Matrix A beads (MP Biomedicals, Santa Ana, CA, USA). Samples were iced for 5 min, lysed for 45 s, then iced again for 5 min. This process was completed three times to ensure maximal lysis. The same protocol was used to extract RNA for 6 wpf zebrafish, but 1 fish was used per tube. RNA was extracted using the QuickRNA Miniprep (Zymo) using the on-column DNase digestion protocol.

### 2.4. Bioinformatic Filtering

Bioinformatic filtering was performed by the Novogene Company (Beijing, China) following an established pipeline. Briefly, Illumina image data were base called using CASAVA and stored in FASTQ format. The sequencing error rate is represented in Qphred scores. Low-quality reads (reads where uncertain nucleotides constitute >10% of the total read, or when low-quality nucleotides [base quality < 5] constituted >50% of the read) and reads containing adapters were filtered out. Sequences were mapped to the zebrafish reference genome GRCz11/danRer11 using HISAT2 v.2.0.5. Gene expression levels and differential gene expression analysis were calculated through DESeq2 [41]. Multiple testing correction was conducted using Benjamini and Hochberg’s approach for controlling the False Discovery Rate (FDR).

RT-qPCR: Complementary DNA (cDNA) was created from RNA samples using the High-Capacity cDNA Reverse Transcription Kit with RNase inhibitor (Applied Biosystems, Waltham, MA, USA) using random primers. RT-qPCR was conducted using the same RNA as that submitted for RNA sequencing (see *RNA Extraction*). One microgram of RNA was used per reaction. Real-time quantitative PCR primer sequences are provided in Supplemental File S1 Table S5. Primers were analyzed using IDT’s OligoAnalyzer tool (Integrated DNA Technologies, Coralville, IA, USA) to ensure length, GC content, melting temp, hairpin tm, self-dimer and heterodimer parameters are well within range. All primers also checked using BLAT (UCSC Genome Browser, University of California Santa Cruz, Santa Cruz, CA, USA) to ensure specificity. Primer efficiency was tested for all primers to ensure genes of interest and housekeeping gene is comparable. SsoAdvanced SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) was used for reactions according to the manufacturer’s instructions. An amount of 2 ng of cDNA was used per reaction. Reactions were run on a Bio-Rad CFX 96 instrument at 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Results were analyzed in accordance with the 2^−ddCt^ method [42]. Embryo samples were pooled (*n* = 20 embryos per pool) and adult samples were run as individuals. We conducted *n* = 3 biological replicates per run, with all samples in triplicate. All experiments were repeated at least twice by independent technicians.

### 2.5. Keratin Staining and Histology

Tissue staining was performed in accordance to the protocol outlined in [43]. The 6 wpf scoliotic and non-scoliotic fish were fixed with 10% neutral buffered formalin for 3 days at 4 °C. Fish were decalcified using 20% EDTA pH 8 for 10 days at room temperature using nutator. Fish were processed and embedded in paraffin using Tissue-Tek VIP 6 AI and Tissue-Tek TEC. The 6.5 μm sections were cut and dewaxed prior to staining with Mayer’s Hematoxylin, Phloxine B, Alcian Blue, and Orange G (Electron Microscopy Sciences, Hatfield, PA, USA, 26401-04, 26401-01, 26401-02, 26401-03). Slides were visualized using Zeiss Axio Scan. Z1 at 20× using brightfield.

## 3. Results

*kif7^co63/co63^* zebrafish develop isolated spinal curvatures: Approximately 25% of kif7^co63/co63^ zebrafish developed isolated spinal curvatures by 6 wpf [33] (Figure 1). These zebrafish do not show obvious morphological defects within the brain, central canal, or skeleton other than the spinal curvatures [33]. 

Transcriptomes cluster by sample age and genotype: To first determine overall transcriptomic changes occurring within scoliotic versus (vs.) non-scoliotic *kif7^co63/co63^* zebrafish, we performed bulk RNA sequencing of *kif7^co63/co63^*, *kif7^co63/+^* and wild-type (AB) zebrafish at 6 wpf, which is near the time of curvature onset (*n* = 3 individuals per phenotype). Additionally, we sequenced homozygous, heterozygous, and AB embryos (4 days past fertilization [dpf]; *n* = 3 embryo pools [20 embryos per pool] per genotype). 

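At 6 wpf each library came from 1 fish, and 12 libraries were analysed, 3 each from AB, *kif7 co63/+*, non-scoliotic *kif7 co63/co63* and scoliotic *kif7 co63/co63* zebrafish. The authors mapped the reads to GRCz11 with HISAT2 and deposited the number of reads on each of 31901 genes, listed by Ensembl identifier, without normalization. Total counts per fish were 57466490 to 69188650 in AB (median 61616950) and 49434684 to 53862782 in *kif7 co63/+* zebrafish (median 51707943). They were 49702168 to 69698533 in non-scoliotic fish (median 57832335) and 47888282 to 49637527 in scoliotic fish (median 48339805). Groups were compared in pairs with edgeR's quasi-likelihood test on these counts, after TMM normalization and with only the 2 compared groups in each fit. Genes with few reads were removed with edgeR's filterByExpr, and a gene was called differentially expressed when its Benjamini-Hochberg adjusted p-value was under 0.05. Expression is given as CPM, from library sizes normalized by TMM over the 18 libraries, with the mean ± SD over fish. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. A gene with at most 3 reads in every fish of a group was treated as not detectable there, a limit that covers counting error only, since reads are not independent molecules. The 6 fish of a comparison can be divided into 3 and 3 in 10 ways, so an exact permutation test cannot give a p-value under 0.1. Fish of the same group differed by more than sampling noise, with a chi-square per gene of at least 28.5 for every pair of fish. DESeq2, the tool that the paper names, was run on the same counts as an alternative.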

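The 4 dpf libraries analysed here were 2 pools of 20 embryos per genotype, where the paper gives 3 pools. Their counts were made by the authors in the same way as those of the 6 wpf fish. Total counts were 58608873 and 45791623 in the AB pools, 48613560 and 44773478 in the *kif7 co63/+* pools, and 44503110 and 52544949 in the *kif7 co63/co63* pools. The chi-square per gene between the 2 pools of a genotype was 502 in *kif7 co63/co63*, 58.5 in AB and 31.2 in *kif7 co63/+*. Leaving out a pool leaves 1 pool in its group, and by choice only a fold change was taken from those fits. Between *kif7 co63/co63* and AB pools, 114 of 22396 tested genes were differentially expressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 59 higher and 55 lower in *kif7 co63/co63*. DESeq2 called 626 genes in this comparison. Between *kif7 co63/+* and AB pools, 1381 of 22248 tested genes were called, 854 higher and 527 lower in *kif7 co63/+*, and a fit of all embryo pools together called 21. Between *kif7 co63/co63* and *kif7 co63/+* pools, 8 of 22349 tested genes were called, and DESeq2 called 237. The 2 genes higher in *kif7 co63/co63* pools were *slc38a3a*, with a log2 fold change of 4.19 (standard error 0.33, adjusted p = 0.0299), and *sema3fb*, with 4.21 (standard error 0.34, adjusted p = 0.0299). Of the 6 lower genes, si:ch73-119p20.1 had a log2 fold change of −7.02 (standard error 0.43, adjusted p = 0.0247).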

Sequencing information is provided in Supplemental Table S1. The 6 wpf timepoint was selected for sequencing to correspond to just after the onset of spinal curvature, when scoliosis status is able to be distinguished between individuals [33]. The 4 dpf timepoint was selected due to the expression profile of *kif7* (Supplemental Figure S1), which shows an increase in expression at day 5 in *kif7^co^*^63/*co*63^ embryos. At 4 dpf, embryos show a reduced expression of *kif7* (0.545 fold change, 95% CI [0.450–0.660]) and are referred to as hypomorphic.

Principal component analysis (PCA) of the bulk RNA sequencing results revealed overall clustering of transcriptomes based on zebrafish age and genotype (Figure 2). 

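The component analysis was repeated on log2 CPM with a prior count of 2, for the 24687 genes that passed the count filter over the 18 libraries, centred and not scaled. The first component held 45.9% of the variance, the second 20.8% and the third 6.46%. On the first component the embryo pools lay between 145 and 156, AB fish at 6 wpf between −129 and −123, and *kif7 co63/+* fish at 6 wpf between −112 and −103. Homozygous fish at 6 wpf lay between −88.1 and 24.0 on this component. On the second component they lay between 71.1 and 135, and AB and *kif7 co63/+* fish at 6 wpf between −89.9 and −39.0. The alternative that moved the share of the first component most was the use of the 500 most variable genes, at 70.9%. The mean Euclidean distance between AB and *kif7 co63/+* fish at 6 wpf was 166, against 111 among AB fish. In a test of these 2 groups, 8352 of 23075 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4293 higher and 4059 lower in *kif7 co63/+* fish. Without *kif7 co63/+* fish 1 the count was 5195.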

Scoliotic and non-scoliotic homozygous *kif7^co63/co63^* also clustered together on the PCA plot, suggesting that transcriptomes were globally similar when compared to other samples.

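The mean distance between a scoliotic and a non-scoliotic fish was 174, and the mean distance between fish of the same phenotype was 166, a ratio of 1.05. Of the 10 ways to divide the 6 fish into 3 and 3, 3 gave a ratio at least as large (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest possible). The ratio was 0.927 with the 500 most variable genes (p = 0.5 from the same exact test), 1.03 on log2(FPKM + 1) (exact p = 0.3) and 1.05 with genes scaled to unit variance (exact p = 0.1). Scoliotic fish lay at a mean distance of 255 from AB and 230 from *kif7 co63/+* fish, and non-scoliotic fish at 246 and 221.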

*kif7^co63/co63^* zebrafish have reduced *kif7* levels: As expected, *kif7* mRNA was reduced in 6 wpf scoliotic *kif7^co63/co63^* zebrafish compared to AB (0.5796 fold change, *p* = 5.76 × 10^−11^) (Supplemental Table S3). 

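*kif7* (ENSDARG00000033099) lies on chromosome 7 of GRCz11 from 14393059 to 14446512. Its expression was 44.1 ± 3.19 CPM in AB and 27.0 ± 1.56 CPM in scoliotic fish (SD, n = 3 each), a log2 fold change of −0.78 (standard error 0.09, adjusted p = 0.000871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Non-scoliotic fish had 27.4 ± 2.18 CPM (SD, n = 3) and a log2 fold change of −0.73 against AB (standard error 0.10, adjusted p = 0.00141 from edgeR). *kif7 co63/+* fish, which carry 1 mutant copy, had 26.8 ± 4.82 CPM (SD, n = 3) and a log2 fold change of −0.72 (standard error 0.14, adjusted p = 0.00548 from edgeR). All fish of these 3 groups had fewer CPM than all AB fish. With each fish left out in turn, the log2 fold change of scoliotic fish stayed between −0.82 and −0.72, with adjusted p-values up to 0.00486. The alternative that moved it most was a fit of all 6 wpf fish together, at −0.69. The authors' deposited comparison of scoliotic with *kif7 co63/+* fish lists a log2 fold change of 0.01 for *kif7*, with an adjusted p of 0.975.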

RT-qPCR confirmed this reduction in both 6 wpf scoliotic (0.392 fold change, 95% CI [0.314, 0.489]) and non-scoliotic zebrafish as compared to AB (0.387 fold change, 95% CI [0.247, 0.606] (Supplemental File S1, Table S7). No difference in *kif7* was seen between scoliotic and non-scoliotic mutant zebrafish (1.102 fold change) by RNA sequencing or RT-qPCR. 

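In the counts, scoliotic fish had 1175 to 1219 *kif7* reads and non-scoliotic fish 1287 to 1687. The log2 fold change between them was −0.01 (standard error 0.10, adjusted p = 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each fish left out in turn it ranged from −0.06 to 0.04. Its sign changed without scoliotic fish 2, at 0.01, and without non-scoliotic fish 3, at 0.04.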

*Kif7* mRNA was not detectable within 4 dpf embryos in bulk RNA sequencing; however, RT-qPCR results indicated variable kif7 expression in homozygous *kif7^co^*^63/*co*63^ embryos compared to AB embryos (0.542 fold change, 95% CI [0.142, 2.07]) (Supplemental File S1, Table S7).

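At 4 dpf the *kif7* counts were 970 and 686 reads in the AB pools, 813 and 824 in the *kif7 co63/+* pools, and 559 and 1223 in the *kif7 co63/co63* pools. Expression was 14.1 ± 1.63 CPM in AB, 15.2 ± 0.579 CPM in *kif7 co63/+* and 16.1 ± 7.58 CPM in *kif7 co63/co63* (SD, n = 2 pools each). The log2 fold change against AB was 0.19 in *kif7 co63/co63* (standard error 0.41, adjusted p = 0.9995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.16 in *kif7 co63/+* (standard error 0.18, adjusted p = 0.645 from edgeR). With 1 pool left out at a time, the log2 fold change of *kif7 co63/co63* ranged from −0.40, without *kif7 co63/co63* pool 2, to 0.61, without *kif7 co63/co63* pool 1.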

Cytoskeletal keratins are upregulated in scoliotic *kif7*^co63/co63^ zebrafish: Differential gene expression analysis showed that, between scoliotic and non-scoliotic *kif7^co^*^63/*co*63^ zebrafish, 188 genes were downregulated, and 236 transcripts were upregulated (padj < 0.05) (Supplemental Table S3). 

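Of 22087 genes tested between scoliotic and non-scoliotic fish, 84 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 54 higher and 30 lower in scoliotic fish, and 1435 had an unadjusted p-value under 0.05. The alternative that moved this count most was DESeq2, which called 424 genes, 236 higher and 188 lower, all 84 among them. With each fish left out in turn, 36 to 92 genes were called. The lowest counts were 36 without scoliotic fish 1, 45 without non-scoliotic fish 1 and 53 without non-scoliotic fish 3. Of the 84 genes, 21 lay on chromosome 22, 14 on chromosome 6 and 10 on chromosome 2. Another called gene lay within 500 kb for 49 of the 84, against a mean of 6.12 in 10000 random draws of 84 tested genes (permutation p = 0.0001, one-sided, the smallest that these draws can give).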

The top upregulated genes in scoliotic vs. non-scoliotic 6 wpf zebrafish were cytoskeletal keratins, including *krt4* (174.85 fold change, *p* = 2.79 × 10^−289^) and *zgc:158846*, which is predicted to be orthologous to human *KRT8* (Table 2, Figure 3); however, this upregulation of *krt4* and *zgc:158846* was not reflected in RT-qPCR data (Figure 4). 

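*krt4* (ENSDARG00000017624) lies on chromosome 6 of GRCz11 from 39308498 to 39313027. Its expression was 408 ± 30.6 CPM in scoliotic and 2.37 ± 0.858 CPM in non-scoliotic fish (SD, n = 3 each), a log2 fold change of 7.45 (standard error 0.30, adjusted p = 0.000809 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each fish left out in turn it stayed between 7.30 and 7.77. The keratin gene *krtt2c6* (ENSDARG00000058462, chromosome 6 from 39336731 to 39344259) had 59.17 ± 8.65 CPM in scoliotic and 0.541 ± 0.192 CPM in non-scoliotic fish, a log2 fold change of 6.77 (standard error 0.29, adjusted p = 0.000877). The smallest p-value of all genes was that of another keratin gene, *krtt1c6* (ENSDARG00000028618, from 39360377 to 39365467), with 41.1 ± 4.35 and 0.318 ± 0.0684 CPM. Its log2 fold change was 7.03 (standard error 0.21, adjusted p = 0.000238). Reads from similar keratin genes could have been counted on one another. These genes lie in a stretch from 39011703 to 39912440 in which 13 of the 24 genes tested between 39 and 40 Mb were called, all 13 higher in scoliotic fish. The stretch also holds *os9*, with a log2 fold change of 4.97, and *myl6*, which had 1 to 3 reads in non-scoliotic fish and was at least 179-fold higher in scoliotic fish. The median log2 fold change of the 13 genes was 6.77, or 6.00 with the 6 genes at the limit of detection in non-scoliotic fish set to their lower bounds. Against AB, their median was −0.15 in scoliotic fish, where 4 (*prss60.1*, *prss60.2*, *krtt2c6* and *krtt1c6*) were called higher and 3 (*eif4bb*, *atf7b* and *myl6*) lower, named because they were called. In non-scoliotic fish it was −5.68 against AB over the 12 of these genes tested there, or −5.62 with the lower bounds. From the upregulation of *krt4* and *krtt2c6* in scoliotic fish, which it also followed by pankeratin staining, the paper concludes that scoliotic *kif7 co63/co63* zebrafish overexpress cytoskeletal keratins.

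**Figure D1:**
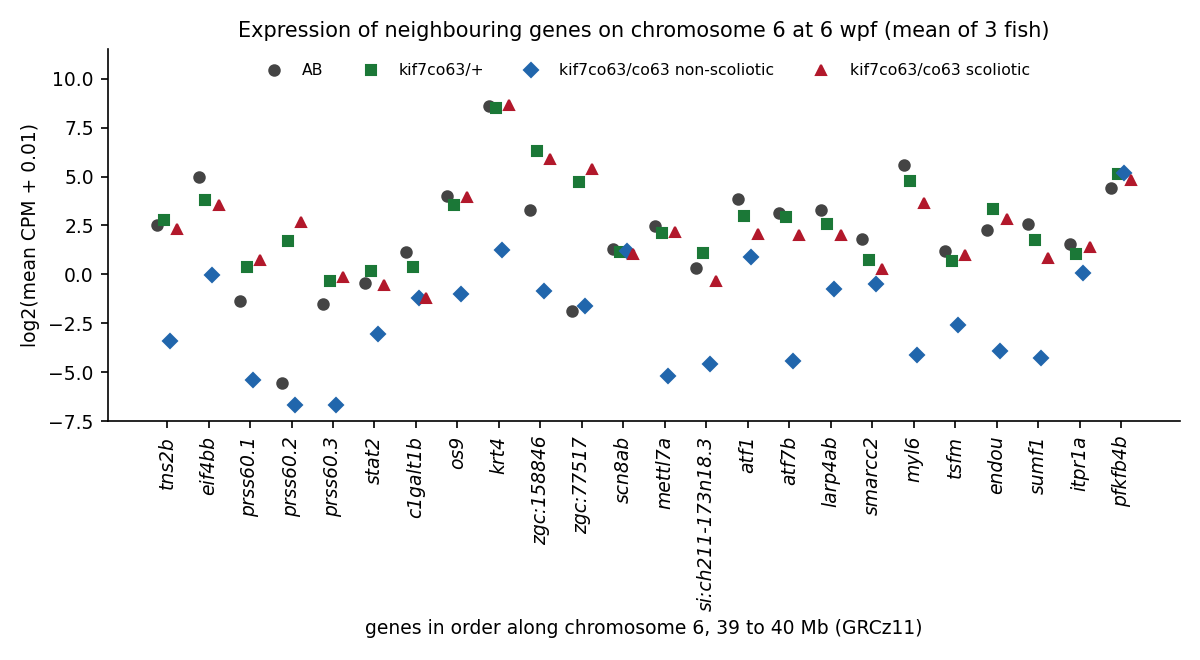
Mean expression of the tested genes between 39 and 40 Mb of chromosome 6, in their order along the chromosome, as log2(mean CPM + 0.01) in AB, *kif7 co63/+*, non-scoliotic and scoliotic fish at 6 wpf (n = 3 each). Non-scoliotic fish lie below the other 3 groups at most of the genes, with *krt4* at 2.37 CPM.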

*Ces2* was the most significantly downregulated transcript (0.0494 fold change, *p* = 8.55 × 10^−114^). 

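*ces2* (ENSDARG00000041569) lies on chromosome 18 of GRCz11 from 17408470 to 17415609 and had the smallest p-value among the genes lower in scoliotic fish. Its expression was 4.37 ± 0.203 CPM in scoliotic and 88.9 ± 20.3 CPM in non-scoliotic fish (SD, n = 3 each), a log2 fold change of −4.33 (standard error 0.19, adjusted p = 0.000877 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each fish left out in turn it stayed between −4.50 and −4.24. The adjacent paralog *ces3*, from 17418254 to 17426306, had a log2 fold change of −7.17 (standard error 0.54, adjusted p = 0.00477). Reads of these paralogs could have been counted on one another. On chromosome 2, si:dkeyp-73d8.9 had 0 reads in scoliotic fish and 616 to 883 in non-scoliotic fish, at least 204-fold lower.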

Gene expression analysis of upregulated transcripts showed an enrichment in 23 Gene Ontology (GO) and 16 InterPro terms, including “keratinization” (GO:0031424, *p* = 0.038) and “type II keratin” (IPR003054, 0.035). 

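The GO and InterPro enrichments of the paper were not analysed here. In their place, 10 lists of genes, chosen by symbol or as markers of a tissue, were tested. The keratin list held 21 genes, of which 20 were tested and 3 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all higher in scoliotic fish. The same number was called when p-values were adjusted over the list alone. The study picked these 3 keratins from the same fish, so the latter count is not independent evidence. Of the 20 tested keratins, 13 were higher and 7 lower in scoliotic fish, with a median log2 fold change of 0.11. As a set, the keratins were higher by limma's camera test with a preset correlation between genes (adjusted p = 0.00183 over the 10 lists) and by fry (adjusted p = 0.0188), but not by camera with the correlation estimated (adjusted p = 0.443). Without non-scoliotic fish 1 the camera test gave an adjusted p of 0.0747. Without the 3 keratins of Table 2, an alternative chosen after the data had been examined, the adjusted p was 0.4975. Summed over the 21 keratins, expression was 6866 ± 577 CPM in scoliotic and 5787 ± 963 CPM in non-scoliotic fish (SD, n = 3 each), with library sizes normalized over these 6 fish. The ratio of the means was 1.19 (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest possible). Without *krt4* the ratio was 1.12 (p = 0.4 from the same exact test), and without the 3 keratins of Table 2 it was 1.11 (p = 0.4 from the same exact test).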

The most enriched terms among upregulated transcripts were “endoplasmic reticulum lumen” (GO:005788, *p* = 0.0018) and “somatomedin B domain” (IPR001212, *p* = 0.0039). Among downregulated transcripts, 28 GO and 17 InterPro terms were enriched, including the immune-specific GO terms “immunoglobulin complex, circulating”, “immunoglobulin receptor binding”, “positive regulation of B cell activation”, “complement activation, classical pathway”, “antigen binding”, and InterProt terms “Immunoglobulin-like fold”, “Immunoglobulin subtype”, “Immunoglobulin C1-set”, “Immunoglobulin V-set”, “Immunoglobulin-like domain”, and “Immunoglobulin I-set”.

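The immunoglobulin list held 62 genes, defined by symbol or description, of which 8 had enough reads to be tested between scoliotic and non-scoliotic fish. None of the 8 was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes or over the list alone, and 1, *ighv1-4*, had an unadjusted p-value under 0.05. The median log2 fold change was −0.53, with 7 of the 8 lower in scoliotic fish. As a set they were lower in scoliotic fish with an adjusted p of 0.101 from camera and 0.130 from fry, and camera gave the same direction with each fish left out. *ighv1-4* had 3.62 ± 1.48 CPM in scoliotic and 8.23 ± 1.22 CPM in non-scoliotic fish (SD, n = 3 each), a log2 fold change of −1.17 (standard error 0.34, adjusted p = 0.516 from edgeR). DESeq2 called it, with an adjusted p of 0.0326, in a range over the alternatives of 0.0326 to 0.522. Immunoglobulin gene segments resemble one another, and their reads could have been counted on one another.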

Sonic hedgehog signaling (Shh) genes are largely unchanged in *kif7^co^*^63/*co*63^ zebrafish: Kif7 is known to function both within sonic hedgehog signaling (Shh) pathway and as an organizer of the axonemal tip of the primary cilia compartment [34]. Common transcriptional targets of hedgehog signaling include *ptch1* and *gli1* [44,45], which can serve as indicators of Shh pathway activation. We observed that *ptch1* transcripts were elevated in both 4 dpf embryos (9.816 fold change, *p* = 1.16 × 10^−5^) and 6 wpf scoliotic zebrafish (50.96 fold change, *p* = 4.02 × 10^−35^) compared to AB. 

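*ptch1* (ENSDARG00000016404) lies on chromosome 8 of GRCz11 from 29962635 to 30068277. A second identifier in the count table has the same symbol and had 0 reads in all libraries. At 6 wpf its expression was 7.65 ± 0.618 CPM in scoliotic and 0.146 ± 0.121 CPM in AB fish (SD, n = 3 each), from 2 to 16 reads per AB fish. The log2 fold change was 5.66 (standard error 0.60, adjusted p = 0.000594 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Non-scoliotic fish had 6.85 ± 1.20 CPM, and their log2 fold change against AB was 5.52 (standard error 0.60, adjusted p = 0.000796). *kif7 co63/+* fish had 4.01 ± 1.51 CPM, with a log2 fold change of 4.80 (standard error 0.62, adjusted p = 0.000887). At 4 dpf the *kif7 co63/co63* pools had 8.85 ± 1.18 CPM and the AB pools 0.900 ± 1.05 CPM (SD, n = 2 each), from 10 and 87 reads in the AB pools. The log2 fold change was 3.29 (standard error 0.91, adjusted p = 0.272 from edgeR). With 1 pool left out at a time it ranged from 2.38 to 5.77, the latter without AB pool 2. DESeq2 called *ptch1* at 4 dpf with an adjusted p of 0.00104, and so did edgeR without a filter on low counts, with 0.00578. The adjusted p ranged from 8.36e-07 to 0.272 over all alternatives. In *kif7 co63/+* pools the log2 fold change against AB was 3.12 (standard error 0.75, adjusted p = 0.047), and the adjusted p ranged from 9.29e-05 to 0.255 over the alternatives. At 6 wpf, 9 of the 13 other tested genes within 500 kb of *ptch1* also differed over 4-fold between scoliotic and AB fish, against 9.34% of all tested genes.

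**Figure D2:**
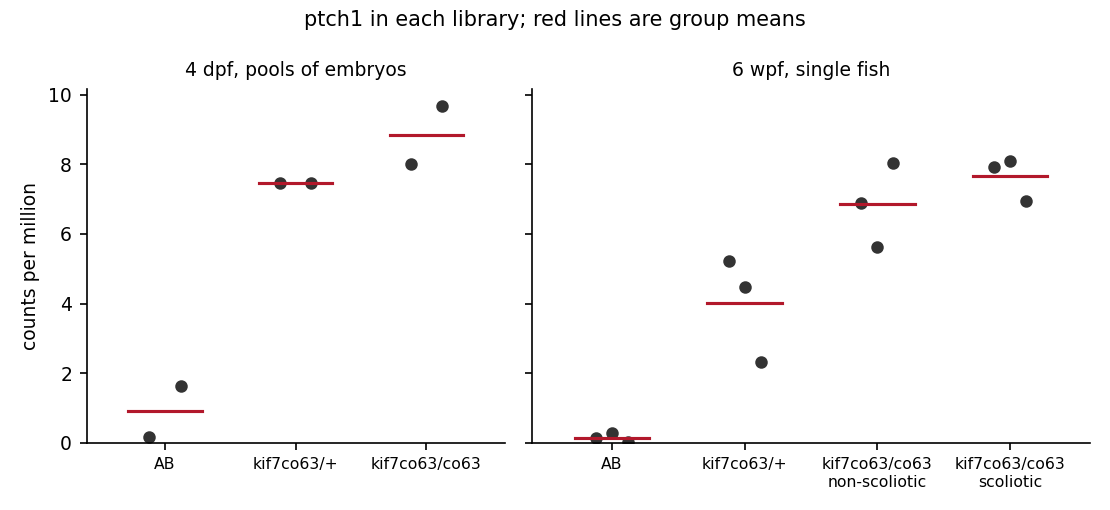
CPM of *ptch1* in each library on a linear axis, by genotype and phenotype at 4 dpf (pools of 20 embryos) and 6 wpf (single fish). AB libraries are lowest at both ages, with means of 0.900 CPM at 4 dpf and 0.146 CPM at 6 wpf.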

*Gli1* was slightly upregulated in 6 wpf scoliotic *kif7^co^*^63/*co*63^ zebrafish compared to AB (1.461 fold change, *p* =1.05 × 10^−5^). 

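*gli1* (ENSDARG00000101244) lies on chromosome 6 of GRCz11 from 59426148 to 59505589. At 6 wpf it had 25.3 ± 1.35 CPM in scoliotic and 16.4 ± 0.740 CPM in AB fish (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.09, adjusted p = 0.00365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Non-scoliotic fish had 24.8 ± 3.62 CPM and *kif7 co63/+* fish 21.9 ± 1.05 CPM. At 4 dpf the *kif7 co63/co63* pools had 27.4 ± 7.27 CPM and the AB pools 32.3 ± 13.5 CPM (SD, n = 2 each), a log2 fold change of −0.24 (standard error 0.40, adjusted p = 0.9995 from edgeR). Its range with 1 pool left out at a time was −0.65 to 0.21, the latter without AB pool 1. Of 15 identifiers on a list of Shh pathway genes, 13 were tested between scoliotic and AB fish, and 9 were called, each of the 9 higher in scoliotic fish. *sufu*, which the paper measured by RT-qPCR and which is not on this list, was lower in scoliotic than in AB fish, with a log2 fold change of −0.60 (standard error 0.07, adjusted p = 0.000681 from edgeR). *kif7* is not on the list either and was also called lower, at −0.78, so the single direction of the 9 depends on which genes were listed. Adjusted over the list alone, 10 were called. The log2 fold changes were 0.80 for *smo*, 0.95 for *gli2a*, 0.95 for *gli3* and 0.99 for *gli2b*. At 4 dpf none of the 13 was called between *kif7 co63/co63* and AB pools, and 1, *ptch1*, had an unadjusted p-value under 0.05.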

Additional RT-qPCR data for Shh pathway genes are provided in Supplemental Table S4. Cilia genes as listed in the SYSCILIA database [46] appear to be largely unchanged in *kif7^co^*^63/*co*63^ zebrafish as compared to AB (Supplemental Table S4. 

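The SYSCILIA list was not used here. In the comparison of scoliotic with AB fish, 9583 of 22741 tested genes, or 42.1%, were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4357 higher and 5226 lower in scoliotic fish. A fit of all 6 wpf fish together reversed this balance, with 5891 higher and 4874 lower. A list of intraflagellar transport and Bardet-Biedl syndrome genes, chosen by symbol, held 20 genes, of which 17 were tested and 4 called, also when adjusted over the list alone. The 4 called genes were *bbs2*, higher, and *bbs7*, *ift27* and *ift81*, lower, which are named because they were called. The median log2 fold change of the 17 was −0.04, with a range from −1.38 to 3.04. At 4 dpf none of the 17 was called between *kif7 co63/co63* and AB pools, and none had an unadjusted p-value under 0.05. Of the ciliary genes that Supplemental Table S4 lists, *TMEM216* had a log2 fold change of −0.77 at 6 wpf (standard error 0.23, adjusted p = 0.0369 from edgeR) and *STX3* one of 0.78 (standard error 0.26, adjusted p = 0.0497 from edgeR). Both calls rested on single fish, with adjusted p-values up to 0.110 for *TMEM216* and up to 0.140 for *STX3* when 1 fish was left out.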

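Between scoliotic and non-scoliotic fish, 13 of the 15 identifiers on the Shh pathway list had enough reads to be tested. None was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes or over the list alone, and none had an unadjusted p-value under 0.05. The median log2 fold change was 0.04, with a range from −0.74 to 0.17, and camera gave an adjusted p of 0.767 for the set. *dlg5a* (ENSDARG00000074059) had 74.4 ± 1.94 CPM in scoliotic and 72.97 ± 6.95 CPM in non-scoliotic fish (SD, n = 3 each), a log2 fold change of 0.04 (standard error 0.09, adjusted p = 0.959 from edgeR). *gli2a* (ENSDARG00000025641) had 35.6 ± 5.05 and 33.9 ± 4.20 CPM, a log2 fold change of 0.08 (standard error 0.15, adjusted p = 0.948 from edgeR). *ptch1* had a log2 fold change of 0.17 (standard error 0.18) and *gli1* one of 0.04 (standard error 0.13). Without non-scoliotic fish 1 the sign changed for *dlg5a*, at −0.0029, *gli2a*, at −0.01, and *gli1*, at −0.08. That of *dlg5a* also changed without non-scoliotic fish 2, to a value just below 0.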

Although we did not obtain usable data for Shh genes in scoliotic vs. non-scoliotic *kif7^co^*^63/*co*63^ zebrafish through RNA sequencing, RT-qPCR results suggested that there was little difference in these genes (Figure 4, Supplemental Table S6), with the exception of *dlg5a* (15.225 fold change, 95% CI [9.727, 23.830]) and *gli2* (1.574 fold change, 95% CI [1.123–2.206]).

Pankeratin staining confirms an upregulation of keratins in scoliotic *kif7^co^*^63/*co*63^ zebrafish: To confirm an enrichment of keratins in scoliotic *kif7^co^*^63/*co*63^ zebrafish compared to genotype-matched *kif7^co^*^63/*co*63^ non-scoliotic zebrafish, we performed pankeratin staining of 6 wpf *kif7^co^*^63/*co*63^ zebrafish. Scoliotic zebrafish displayed increased levels of keratins and prekeratins across muscle tissues in whole mount sections (Figure 5). Additionally, scoliotic zebrafish displayed increased keratins within the intervertebral disc (IVD).

## 4. Discussion

In this work, we build on previous findings in which human data supported by a unique zebrafish animal model suggest that mutations in *KIF7* may contribute to the IS phenotype [33]. Exploration of our unique zebrafish model, *kif7^co^*^63/*co*63^, which develops spinal curvatures during the juvenile period, supports the role of distinct molecular mechanisms which underlie the pathology of the scoliosis phenotype. Our results continue to support the role of hypomorphic mutations in *KIF7* as contributory to IS pathogenesis.

As expected, *kif7* mRNA was reduced in both scoliotic and non-scoliotic *kif7^co^*^63^ zebrafish. Overall, zebrafish transcriptomes clustered primarily by sample age and genotype. Regardless of scoliotic phenotype, homozygous *kif7^co^*^63/*co*63^ zebrafish clustered together on the PCA plot (Figure 1), indicating that the transcriptomes of these zebrafish were overall similar.

Kif7 as a ciliary kinesin has dual roles within the cell; one, in the sonic hedgehog (Shh) signaling pathway and, second, as a ciliary regulator [34]. *Kif7* is broadly expressed in human [47] and zebrafish [48]. In mouse, Kif7 functions as both a negative and positive regulator of the Shh pathway within the primary cilium downstream of Smoothened (Smo) and upstream of Gli transcription factors [49]. *Ptch1*, which encodes Patched, the primary receptor for Shh, is noted to be upregulated in 4 day (9.816 fold change, *p* = 1.16 × 10^−05^) and 6 wpf scoliotic *kif7^co^*^63/*co*63^ zebrafish (50.96 fold change, *p* = 4.02 × 10^−35^) as compared to age-matched AB zebrafish. Although we did not obtain usable bulk RNAseq data for Shh genes in scoliotic vs. non-scoliotic *kif7^co^*^63/*co*63^ zebrafish, RT-qPCR data showed little difference in Shh genes in 6 wpf scoliotic vs. non-scoliotic *kif7^co^*^63/*co*63^ zebrafish, with the exception of *dlg5a* (15.225-fold change, 95% CI [9.727, 23.830]). Dlg5a binds directly to Kif7 [50], and was observed as upregulated in *kif7^co^*^63/*co*63^ embryos over controls within our previous study [33]. Dlg5 is also a regulator of Gli1 protein ubiquitination and degradation and, most recently, is recognized as a major factor of Shh signaling, particularly in relation to glioblastoma tumors, reflecting its known role in critical processes involving cell–cell adhesion during neural development [51,52]. Although we cannot rule out the possibility that Shh signaling plays a tissue-specific role in spine morphogenesis in *kif7^co^*^63/*co*63^ zebrafish, as Shh target genes *ptch1* and *gli1-2* were largely unchanged between scoliotic and non-scoliotic mutants, the upregulation of *dlg5* could represent alternative functional mechanisms of cellular interactions.

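The expression of *krt4* at 6 wpf was 385 ± 39.5 CPM in AB and 368 ± 169 CPM in *kif7 co63/+* fish (SD, n = 3 each). Scoliotic fish had a log2 fold change of 0.01 against AB (standard error 0.11, adjusted p = 0.93 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and non-scoliotic fish one of −7.40 (standard error 0.31, adjusted p = 6.62e-05). The scoliotic value changed sign, to as low as −0.04, in 4 of the fits that each left out 1 fish. For *krtt2c6*, AB fish had 9.67 ± 1.50 CPM and *kif7 co63/+* fish 80.3 ± 40.6 CPM (SD, n = 3 each). Its log2 fold change against AB was 2.54 in scoliotic, −4.19 in non-scoliotic and 3.06 in *kif7 co63/+* fish, all called by edgeR. For *krtt1c6*, AB fish had 0.268 ± 0.0846 CPM and *kif7 co63/+* fish 25.9 ± 15.0 CPM (SD, n = 3 each). Its log2 fold change against AB was 7.20 in scoliotic and 6.61 in *kif7 co63/+* fish, both called, and 0.20 in non-scoliotic fish (standard error 0.49, adjusted p = 0.773 from edgeR), which became −0.04 without AB fish 3. The paper's RT-qPCR on the same RNA did not show these large differences from AB. Its intervals spanned no change for *krt4* and *krtt2c6* in non-scoliotic fish and for *krtt1c6* in scoliotic fish. In scoliotic fish it gave *krt4* and *krtt2c6* as modestly higher than in AB. The CPM here count only reads mapped to GRCz11, and unmapped reads were not examined. At 4 dpf the 2 *kif7 co63/co63* pools differed in *krt4*, with 1557 CPM in pool 1 and 49.2 CPM in pool 2.

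**Figure D3:**
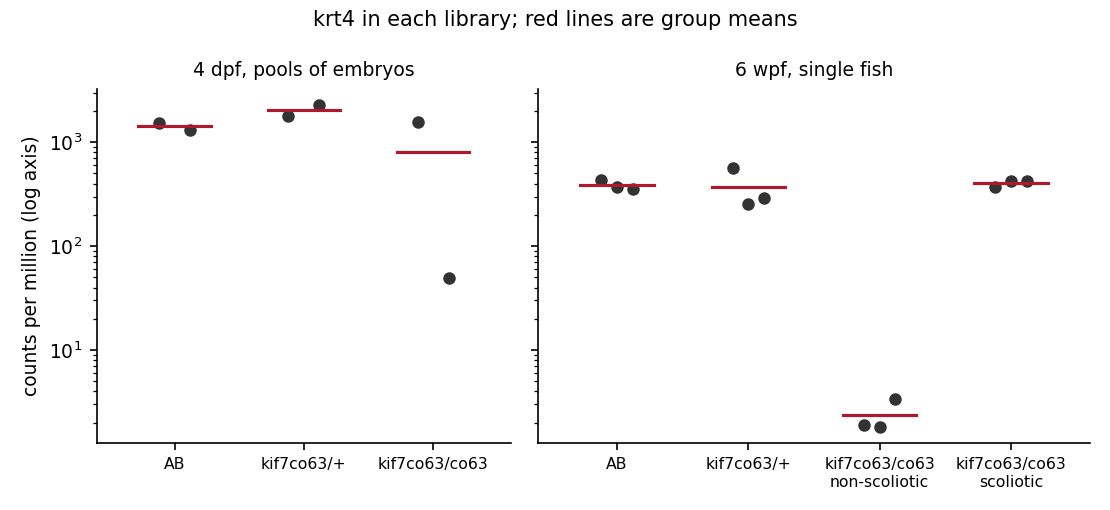
CPM of *krt4* in each library on a log axis, by genotype and phenotype at 4 dpf (pools of 20 embryos) and 6 wpf (single fish). The 3 non-scoliotic fish at 6 wpf are lowest, and *kif7 co63/co63* pool 2 lies below the other embryo pools.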

We observed striking differences in several other transcripts between scoliotic and non-scoliotic *kif7^co^*^63/*co*63^ zebrafish, notably a large upregulation in the zebrafish cytoskeletal keratins *krt4* and *zgc:158846* (*krtt2c6*), which are orthologous to human *KRT8* (fold change= 174.85, *p* = 2.79 × 10^−289^) and *KRT7*, −8 and −9 (fold change = 107.63, *p* = 1.37 × 10^−159^). This upregulation of zebrafish keratin *krt4* was too variable between specimens to draw a definitive conclusion by RT-qPCR, which may have been due to a difference in the methodologies used [53]. However, we also observed increased levels of keratins and prekeratin proteins in the dermis, musculature, and intervertebral disc (IVD) of scoliotic *kif7^co^*^63/*co*63^ zebrafish as compared to non-scoliotic genotype- and age-matched mutant zebrafish. These key transcriptomic differences may arise spontaneously and contribute to the development of spinal curvatures in scoliotic mutants, or they may be a secondary effect that develops after the initiation of spinal curvatures.

It is unknown specifically how *kif7* mutations may lead to increased expression of keratins, a known product of keratinocytes, in hypomorphic *kif7^co^*^63/*co*63^ zebrafish. Due to the role of Shh signaling in the pathogenesis of basal cell carcinoma of the skin, the role of Kif7 has been studied in keratinocytes. This work has been primarily performed in the mouse as the model system; however, studies within the zebrafish have shown similarities of epidermal ontogeny [54,55]. In keratinocytes, Kif7 has been shown to have a crucial role as a positive regulator of Shh signaling through its regulatory function of the Gli transcription factors [56]. In embryonic keratinocytes, inactivation of both *Kif7* and *Sufu*, an additional regulator of Gli transcription factors, leads to a loss of epidermal differentiation and follicular fate, while in the adult this loss leads to the induction of basal cell carcinoma [57]. As seen in histological sectioning (Figure 4), our hypomorphic *kif7^co^*^63/*co*63^ zebrafish with scoliosis exhibited significant upregulation of keratin expression overall. The identification of the specific mechanism as to what drives this strong expression of keratin within the muscle and epithelium of the hypomorphic scoliotic *kif7^co^*^63/*co*63^ zebrafish remains to be determined.

As stated, the specific human orthologues of the top differentially expressed genes within our expression data are *KRT7* and *KRT8. KRT7* and *KRT8* encode keratin-7 and keratin-8, respectively, and are members of the type II keratin family that are broadly expressed and form intermediate filaments in the cytoplasm of epithelial cells. *KRT7* expression has a role in epithelial–mesenchymal transition and its dysregulation has been highly associated with various types of cancers and tumor progression [58,59,60]. Cytokeratins of the intermediate filament subgroup, which includes KRT8, have been observed in adult mouse skeletal muscle [61]. Keratin-8, in addition to keratin-19, links the contractile apparatus of striated muscle to dystrophin [62]. More recently, *KRT8*, *KRT18* and *KRT19*, all recognized markers of notochordal cells, have been found to be expressed in a subpopulation of adult nucleus pulposus (NP) cells. NP cell degeneration is associated with intervertebral disc degeneration (IVDD), a prominent health problem worldwide [63,64]. The finding of these cellular markers within the NP has allowed for study of the intervertebral disc (IVD) and its degeneration in both zebrafish and humans [65]. The role of keratins within the IVD as a potential molecular mechanism associated with the onset of scoliosis warrants further study. Future explorations will focus on isolating the tissue or cell type driving this expression pattern.

*Ces2* and *TTC38* were significantly downregulated within the scoliotic homozygous *kif7^co^*^63/*co*63^ zebrafish when compared to non-scoliotic homozygous *kif7^co^*^63/*co*63^ fish. Both genes are related to metabolic abnormalities through enzymatic reactions of various drugs and endogenous compounds (via NCBI RefSeq [66]), to which there is no known relationship to axial skeletal development.

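*ttc38* (ENSDARG00000042188) lies on chromosome 18 of GRCz11 from 10926197 to 10959429. It had 0.370 ± 0.0788 CPM in scoliotic and 11.6 ± 1.01 CPM in non-scoliotic fish (SD, n = 3 each), a log2 fold change of −4.96 (standard error 0.24, adjusted p = 0.001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AB fish had 10.5 ± 2.60 CPM (SD, n = 3). Against AB, the log2 fold change of *ttc38* was −4.90 in scoliotic fish (standard error 0.30, adjusted p = 0.000128). In non-scoliotic fish it was 0.10 (standard error 0.20, adjusted p = 0.729), and −0.09 without AB fish 3. *ces2* had 280 ± 19.8 CPM in AB and 441 ± 6.75 CPM in *kif7 co63/+* fish (SD, n = 3 each). Its log2 fold change against AB was −6.07 in scoliotic fish (standard error 0.11, adjusted p = 8.55e-06) and −1.71 in non-scoliotic fish (standard error 0.18, adjusted p = 0.000694). The authors' deposited comparison of scoliotic with *kif7 co63/+* fish lists a log2 fold change of −6.66 for *ces2*.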

Collectively, we present transcriptomic data that associate an upregulation of cytokeratins with the phenotype of scoliosis within a *kif7^co^*^63/*co*63^ zebrafish animal model. This comparative transcriptomics analysis has significance in the determination of unique differentially expressed genes as related to the scoliosis phenotype. This initial step, when followed with gene-set-enrichment analyses and orthology mapping, has the potential to reveal significant associations with biological relevance to the observed phenotype of idiopathic scoliosis.

## Figures and Tables

**Figure 1:**
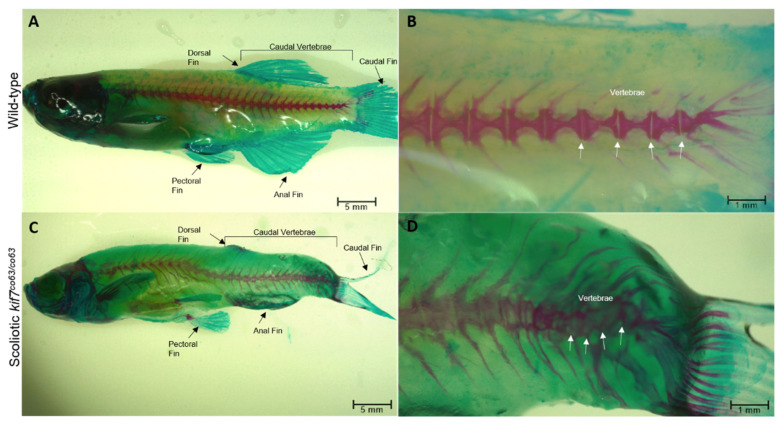
Approximately 25% of *kif7^co63/co63^* zebrafish (*D. rerio*) show spinal curvatures, as indicated. The remaining zebrafish appear identical to wild type. Spinal curvature can be seen on the caudal part of the fish compared to wild type (**A**,**C**). Clear segmentation of vertebrae was observed in both wild-type (**B**) and scoliotic fish (**D**) as denoted by arrows.

**Figure 2:**
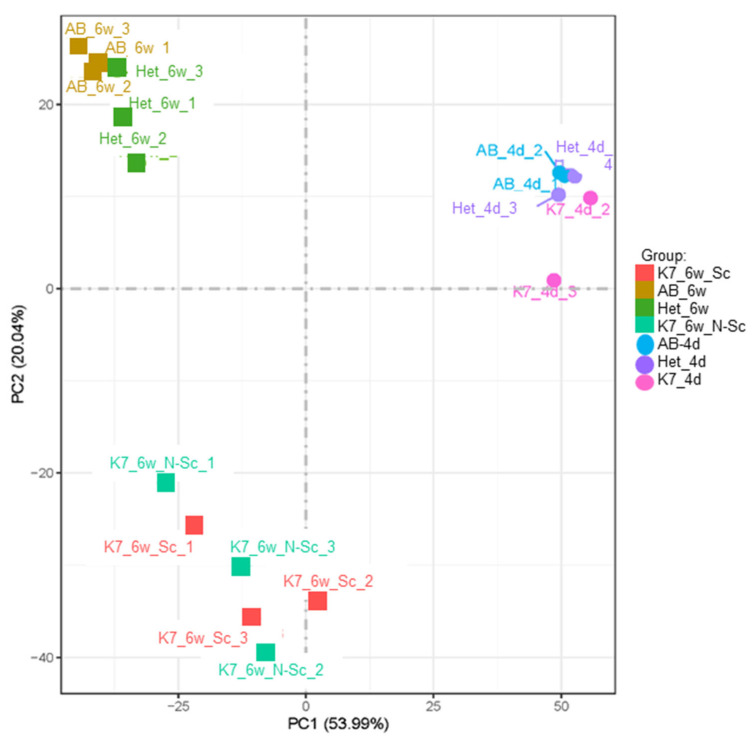
Principal Component Analysis (PCA) plot of all sequenced samples. 6 wpf (6w) *kif7^co^*^63/*co*63^ scoliotic (K7_6w_S), non-scoliotic (K7_6w_N-Sc), heterozygous (Het_6w) and AB (AB_6w) zebrafish (*D. rerio*) are shown, along with AB, heterozygous, and *kif7^co^*^63/*co*63^ embryonic zebrafish (4 dpf [4d]).

**Figure 3:**
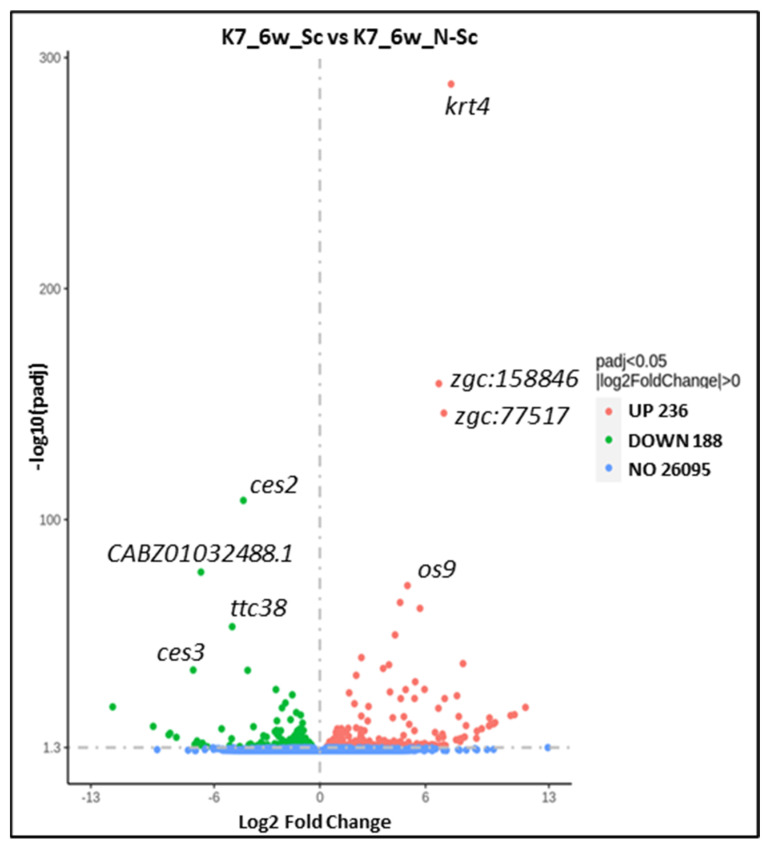
Volcano plot of 6 wpf *kif7^co^*^63/*co*63^ scoliotic (S) vs. non-scoliotic (N-Sc) zebrafish (*D. rerio*). Each point represents a single transcript, and gene names are provided for the top four up- and downregulated transcripts.

**Figure 4:**
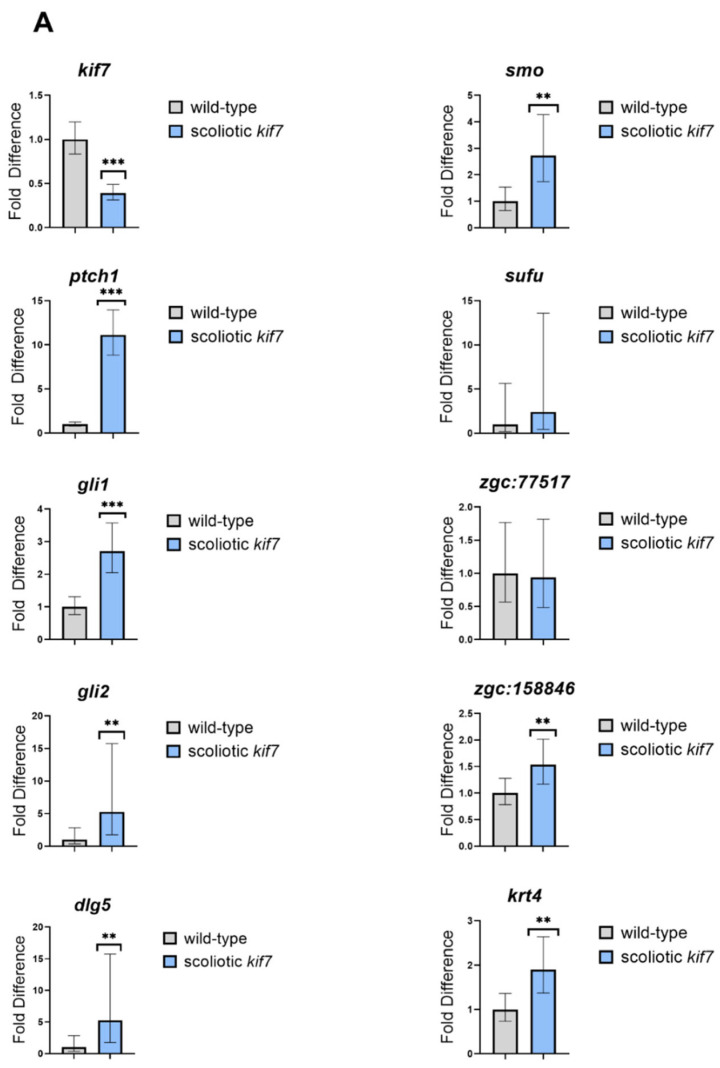

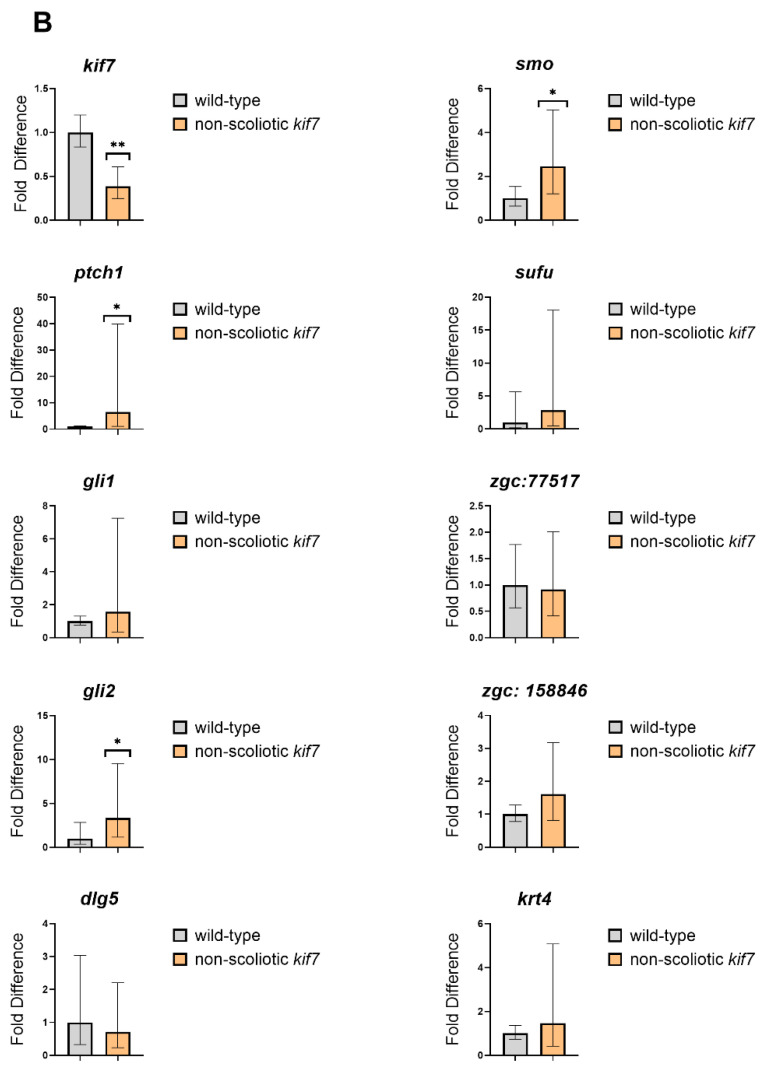

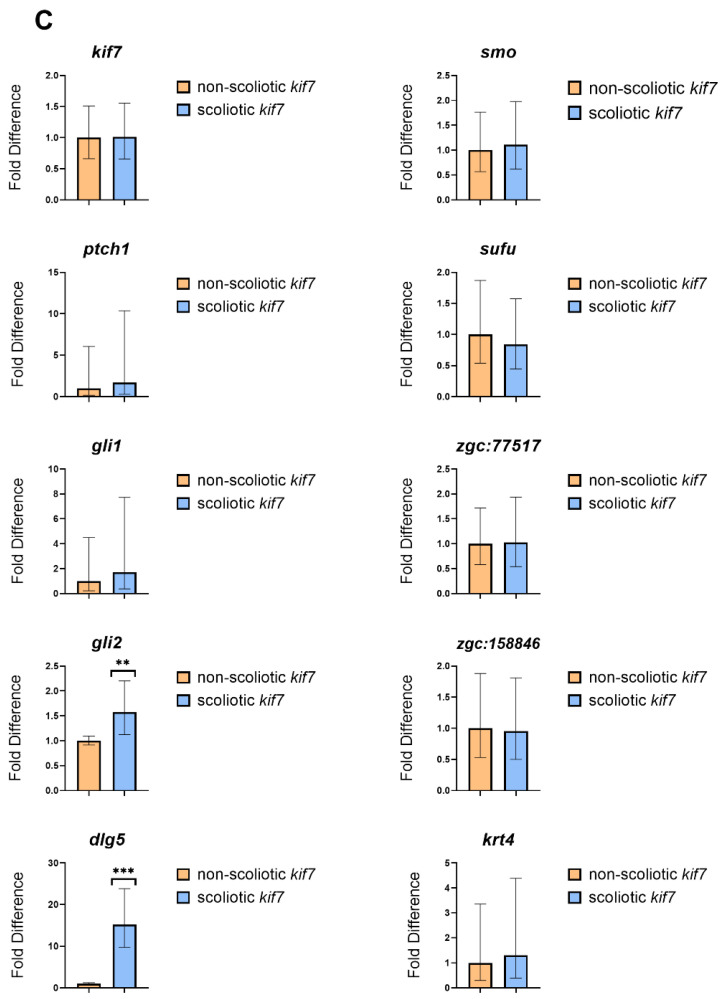
RT-qPCR of 6wpf zebrafish (*D. rerio*). Comparisons between wild-type and scoliotic *kif7^co63/co63^* (**A**), wild-type and non-scoliotic *kif7^co^*^63/*co*63^ (**B**), and scoliotic *kif7^co^*^63/*co*63^ and non-scoliotic *kif7^co^*^63/*co*63^ (**C**) was performed for genes in the shh signaling pathway and the keratin genes observed in the RNA sequencing data. Error bars represent 95% confidence intervals. * indicates *p* < 0.05, ** indicates *p* < 0.01, and *** indicates *p* < 0.001.

**Figure 5:**
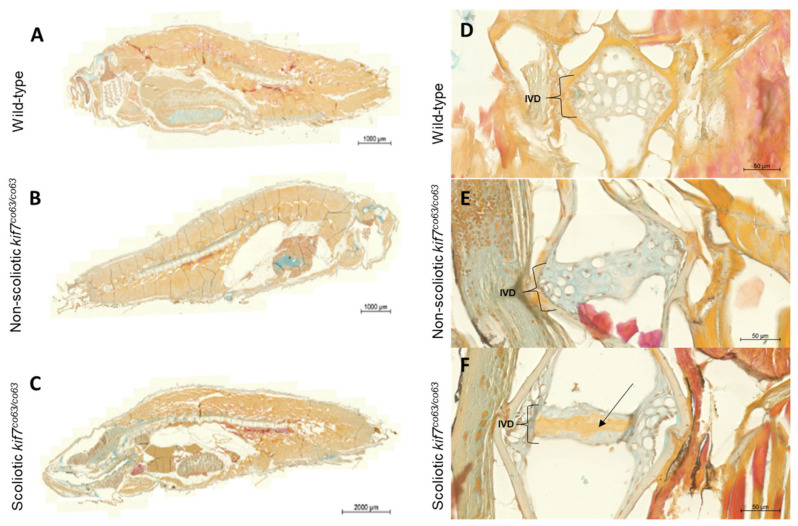
Keratin staining of wild-type (**A**,**D**), non-scoliotic (**B**,**E**), and scoliotic *kif7^co63/co^*^63^ (**C**,**F**) 6 wpf zebrafish (*D. rerio*). Keratin staining of whole cross section fish (**A**–**C**) and selective caudal vertebrae (**D**–**F**) depicting the intervertebral disk (IVD) are shown. The IVD is distinguished by vacuolated cells clearly in the wild-type and non-scoliotic *kif7^co^*^63/*co*63^ fish, but vacuolated cells are less visible in scoliotic *kif7^co^*^63/*co*63^. Blue: glycosaminoglycans; orange to red: prekeratin to keratin; brown: nuclei. Increased keratin/prekeratin can be seen in the IVD of scoliotic fish compared to non-scoliotic fish and wild type, as denoted by the black arrow. *N* = 3 zebrafish were analyzed for each group (wild type, scoliotic *kif7^co63/co^*^63^, and non-scoliotic *kif7^co^*^63/*co*63^).

**Table 1:** Specifications of the PCR reaction for genotyping eight embryonic zebrafish at 24 h past fertilization (hpf).

	Initial	Denature	Anneal	Extend	Final
Temp	95	95	58	72	72
Time	3 min	30 s	30 s	30 s	20 min
		34×			

**Table 2:** Table of top 10 downregulated and top 10 upregulated transcripts (by *p* value) for genetically identical scoliotic vs. non-scoliotic 6 wpf *kif7^co^*^63/*co*63^ zebrafish (*D. rerio*). Corresponding zebrafish genes and predicted human gene orthologs are provided (via ZFIN). *p* adjusted indicates values after multiple testing correction.

Fold Change	Log2 Fold Change	*p* Value	*p* Adjusted	Gene Name	Predicted Human Ortholog
0.0494	−4.34	8.55 × 10^−113^	5.20 × 10^−109^	*ces2*	*CES2*
0.0093	−6.75	1.12 × 10^−81^	5.44 × 10^−78^	*CABZ01032488.1*	*Unknown*
0.0317	−4.98	8.66 × 10^−58^	2.34 × 10^−54^	*ttc38*	*TTC38*
0.0068	−7.19	8.69 × 10^−39^	1.41 × 10^−35^	*ces3*	*CES3*
0.0583	−4.10	1.23 × 10^−38^	1.88 × 10^−35^	*si:dkey-167k11.5*	*CCDC134*
0.1780	−2.49	3.19 × 10^−30^	3.89 × 10^−27^	*pip4p1a*	*PIP4P1*
0.3392	−1.56	7.42 × 10^−28^	7.53 × 10^−25^	*ctsd*	*CTSD*
0.2588	−1.95	2.89 × 10^−24^	2.43 × 10^−21^	*si:ch211-195h23.3*	*CARD8*
0.0003	−11.76	1.63 × 10^−22^	1.24 × 10^−19^	*si:dkeyp-73d8.9*	*Unknown*
0.2253	−2.15	4.62 × 10^−22^	3.31 × 10^−19^	*lig1*	*LIG1*
174.85	+7.45	1.14 × 10^−293^	2.79 × 10^−289^	*krt4*	*KRT8*
107.63	+6.75	1.13 × 10^−163^	1.37 × 10^−159^	*zgc:158846 (krtt2c6)*	*KRT7,8,9*
131.60	+7.04	1.00 × 10^−150^	8.13 × 10^−147^	*zgc:77517 (krtt1c6)*	*KRT18*
31.34	+4.97	9.44 × 10^−76^	3.83 × 10^−72^	*os9*	*OS9*
23.59	+4.56	2.27 × 10^−68^	7.90 × 10^−65^	*si:ch73-308m11.1*	*GIMAP8*
51.27	+5.68	9.23 × 10^−66^	2.81 × 10^−62^	*si:ch211-11p18.6*	*Unknown*
19.29	+4.27	3.63 × 10^−54^	8.84 × 10^−51^	*CR774195.1*	*Unknown*
5.13	+2.36	2.49 × 10^−44^	5.52 × 10^−41^	*tmem97*	*TMEM97*
280.14	+8.13	1.12 × 10^−41^	2.27 × 10^−38^	*myl6*	*MYL6*
15.14	+3.92	4.14 × 10^−41^	7.77 × 10^−38^	*BX322618.1*	*Unknown*

## Data Availability

The data necessary for confirming the conclusions of this article are represented fully within the article and its supplementary files, including the complete lists of differentially expressed genes for all RNA sequencing samples (Supplemental Table S3). Raw data files are available through NCBI Gene Expression Omnibus (GEO), accession number: GSE231606.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14051058/s1, File S1: Supplementary genotyping and RNA sequencing data; Table S1 and Table S3: Differentially Expressed Genes; Table S4: SHH and Cilia Genes.

# Supplementary material for: Cytoskeletal Keratins Are Overexpressed in a Zebrafish Model of Idiopathic Scoliosis
**Source:** Genes (Basel). 2023 May 9;14(5):1058. doi: 10.3390/genes14051058
**Supplement:** Supplementary file 1

## Supplemental File 1

Melissa Cuevas, Elizabeth Terhune, Cambria Wethey, MkpoutoAbasi James, Rahwa Netsanet, Denisa Grofova, Anna Monley and Nancy Hadley Miller. Cytoskeletal Keratins Are Overexpressed in a Zebrafish Model of Idiopathic Scoliosis.

### 1) RT-qPCR primer sequences

**Supplemental Table 5:** Primers used for RT-qPCR experiments

| Gene                 | Primer Name            | Sequence 5' -> 3'             |
|----------------------|------------------------|-------------------------------|
| KIF7                 | Kif7 Fwd qRT danio     | CAGAGAGCAGATGGATGAGGGTC       |
|                      | Kif7 Rev qRT danio     | TTTGCTGAGGTTGTGGATCAAGC       |
| PTCH1                | Ptch1 F Danio          | TCA GAG ACT GGC TGC TAG GT    |
|                      | PTch1 R Danio          | ACC GCT GTC TGG TAA TCG TT    |
| GLI1                 | Gli1 F Danio           | TCA GGA GAC GCC TCT TGT TT    |
|                      | Gli1 R Danio           | ACA GAT GCC CGT ATG AGC TG    |
| GLI2                 | Gli2a F Danio          | GGA CCA GCT CGT TCA TCA CAT   |
|                      | Gli2a R Danio          | AAG CCT TCG AGC AAC CTT CA    |
| DLG5                 | Dlg5 F Danio           | CCC TTC CTC CCA TAA CAG CCG   |
|                      | Dlg5 R Danio           | TGC TAC GGG ACG ACT CAG AA    |
| SMO                  | Smo F Danio            | CCT GTG GCG GGT ATC AAC TT    |
|                      | Smo R Danio            | TGC GGT AAA ATT GCC CCT CT    |
| SUFU                 | Sufu F Danio           | GCA AGT CTA TCC TGC CTC CC    |
|                      | Sufu R2 Danio          | ACG ACT CCT TGA TAT CTG CTG G |
| KRTT1C6 (zgc:77517)  | KRTT1C6_qPCR F danio_2 | GGAGGAAGGTGTTTGATGCC          |
|                      | KRTT1C6_qPCR R danio_2 | AGACTGCCTGATTGCCATCT          |
| KRTT2C6 (zgc:158846) | KRTT2C6_qPCR F danio   | GGCAGATTTACGAGGCGGAAC         |
|                      | KRTT2C6_qPCR R danio   | CTGGCGATTTCTCATACTGAGC        |
| KRT4                 | KRT4_qPCR F danio      | TGGAAGGAGAGGAGAGCAGAC         |
|                      | KRT4_qPCR R danio      | CTACCACCATAACCAGAGGAAACA<br>C |

### 2.) SHH pathway and *kif7* RT-qPCR results

**Supplemental Table 6:** RT-qPCR results of wild-type vs *Kif7<sup>co63/co63</sup>* scoliotic 6wpf, wild-type vs *Kif7<sup>co63/co63</sup>* non-scoliotic 6wpf, and *Kif7<sup>co63/co63</sup>* non-scoliotic vs scoliotic 6wpf

#### AB vs *Kif7<sup>co63/co63</sup>* Scoliotic

dCT control                      AB GOI - AB  
                                              ACTB2

|                |                                              |            |        |            |                 |                                     |        |
|----------------|----------------------------------------------|------------|--------|------------|-----------------|-------------------------------------|--------|
| dCT experiment | Cur GOI - Cur ACTB2                          |            |        |            |                 |                                     |        |
| ddcT           | dCT experiment average - dCT control average |            |        |            |                 |                                     |        |
| Fold Change    | 2 <sup>^</sup> -(ddcT)                       |            |        |            |                 |                                     |        |
|                | dCT AB                                       | dCT Scolio | ddCT   | ddcT Stdev | Fold Difference | 95% Confidence interval (+/-) stdev |        |
| KIF7           | 9.49                                         | 10.84      | 1.352  | 0.160      | 0.392           | 0.314                               | 0.489  |
| PTCH1          | 11.62                                        | 8.15       | -3.474 | 0.164      | 11.114          | 8.849                               | 13.960 |
| GLI1           | 11.78                                        | 10.34      | -1.437 | 0.201      | 2.707           | 2.049                               | 3.575  |
| GLI2           | 10.97                                        | 8.57       | -2.396 | 0.791      | 5.265           | 1.759                               | 15.756 |
| DLG5           | 14.10                                        | 10.67      | -3.438 | 0.850      | 10.837          | 3.335                               | 35.214 |
| SMO            | 9.81                                         | 8.36       | -1.449 | 0.323      | 2.731           | 1.745                               | 4.274  |
| SUFU           | 11.05                                        | 9.78       | -1.267 | 1.249      | 2.407           | 0.426                               | 13.608 |
| KRTT1C6        | 5.71                                         | 5.80       | 0.094  | 0.477      | 0.937           | 0.484                               | 1.815  |
| KRTT2C6        | 6.23                                         | 5.61       | -0.619 | 0.196      | 1.536           | 1.170                               | 2.016  |
| KRT4           | 3.96                                         | 3.04       | -0.927 | 0.236      | 1.901           | 1.371                               | 2.637  |

#### **AB vs Kif7co63<sup>co63</sup> Non-Scoliotic**

|                |                                              |                   |        |            |                 |                                     |        |
|----------------|----------------------------------------------|-------------------|--------|------------|-----------------|-------------------------------------|--------|
| dCT control    | AB GOI - AB ACTB2                            |                   |        |            |                 |                                     |        |
| dCT experiment | Non-scoliotic GOI - Non-scoliotic ACTB2      |                   |        |            |                 |                                     |        |
| ddcT           | dCT experiment average - dCT control average |                   |        |            |                 |                                     |        |
| Fold Change    | 2 <sup>^</sup> -(ddcT)                       |                   |        |            |                 |                                     |        |
|                | dCT AB                                       | dCT Non-scoliotic | ddCT   | ddcT Stdev | Fold Difference | 95% Confidence interval (+/-) stdev |        |
| KIF7           | 9.49                                         | 10.86             | 1.370  | 0.324      | 0.387           | 0.247                               | 0.606  |
| PTCH1          | 11.62                                        | 8.92              | -2.699 | 1.309      | 6.492           | 1.058                               | 39.857 |
| GLI1           | 11.78                                        | 11.12             | -0.656 | 1.101      | 1.575           | 0.342                               | 7.250  |
| GLI2           | 10.97                                        | 9.23              | -1.742 | 0.758      | 3.345           | 1.170                               | 9.562  |
| DLG5           | 14.10                                        | 14.59             | 0.490  | 0.815      | 0.712           | 0.230                               | 2.202  |

|         |       |      |        |       |       |       |        |
|---------|-------|------|--------|-------|-------|-------|--------|
| SMO     | 9.81  | 8.51 | -1.301 | 0.515 | 2.465 | 1.208 | 5.031  |
| SUFU    | 11.05 | 9.53 | -1.519 | 1.328 | 2.865 | 0.455 | 18.049 |
| KRTT1C6 | 5.71  | 5.84 | 0.128  | 0.567 | 0.915 | 0.417 | 2.009  |
| KRTT2C6 | 6.23  | 5.55 | -0.689 | 0.489 | 1.612 | 0.818 | 3.176  |
| KRT4    | 3.96  | 3.42 | -0.544 | 0.900 | 1.458 | 0.418 | 5.076  |

#### **Kif7<sup>co63/co63</sup> Non-Scoliotic vs Scoliotic**

|                |                                              |               |        |            |                 |                                 |        |
|----------------|----------------------------------------------|---------------|--------|------------|-----------------|---------------------------------|--------|
| dCT control    | Non-scoliotic GOI - Non-scoliotic ACTB2      |               |        |            |                 |                                 |        |
| dCT experiment | Scoliotic GOI - Scoliotic ACTB2              |               |        |            |                 |                                 |        |
| ddcT           | dCT experiment average - dCT control average |               |        |            |                 |                                 |        |
| Fold Change    | 2 <sup>Δ- (ddcT)</sup>                       |               |        |            |                 |                                 |        |
|                | dCT Non-scoliotic                            | dCT Scoliotic | ddCT   | ddcT Stdev | Fold Difference | Confidence interval (+/-) stdev |        |
| KIF7           | 10.86                                        | 10.84         | -0.017 | 0.310      | 1.012           | uj                              | 1.557  |
| PTCH1          | 8.92                                         | 8.15          | -0.776 | 1.299      | 1.712           | 0.283                           | 10.369 |
| GLI1           | 11.12                                        | 10.34         | -0.781 | 1.085      | 1.718           | 0.382                           | 7.731  |
| GLI2           | 9.23                                         | 8.57          | -0.654 | 0.244      | 1.574           | 1.123                           | 2.206  |
| DLG5           | 14.59                                        | 10.67         | -3.928 | 0.323      | 15.225          | 9.727                           | 23.830 |
| SMO            | 8.51                                         | 8.36          | -0.148 | 0.418      | 1.108           | 0.620                           | 1.978  |
| SUFU           | 9.53                                         | 9.78          | 0.251  | 0.454      | 0.840           | 0.448                           | 1.576  |
| KRTT1C6        | 5.84                                         | 5.80          | -0.034 | 0.460      | 1.024           | 0.541                           | 1.937  |
| KRTT2C6        | 5.55                                         | 5.61          | 0.070  | 0.463      | 0.953           | 0.501                           | 1.811  |
| KRT4           | 3.42                                         | 3.04          | -0.383 | 0.876      | 1.304           | 0.387                           | 4.392  |

**Supplemental Table 7** Expression over development Kif7<sup>co63/co63</sup> vs wild-type, kif7

|             |                     |
|-------------|---------------------|
| Formulas    | (AB KIF7- AB ACTB2) |
| dCT control |                     |

| dCT experiment | <i>(kif7<sup>co63/co63</sup> KIF7- kif7<sup>co63/co63</sup> ACTB2)</i> |          |       |            |                 |                                      |        |
|----------------|------------------------------------------------------------------------|----------|-------|------------|-----------------|--------------------------------------|--------|
| ddcT           | <i>(dCT experiment - dCT control)</i>                                  |          |       |            |                 |                                      |        |
| fold change    | <i>2<sup>-(ddCT)</sup></i>                                             |          |       |            |                 |                                      |        |
| Timepoint      | dCT AB                                                                 | dCT co63 | ddCT  | ddCT Stdev | Fold Difference | 95% Confidence interval (+/-) 2stdev |        |
| D2             | 9.50                                                                   | 11.29    | 1.79  | 0.376      | 0.290           | 0.172                                | 0.488  |
| D3             | 9.78                                                                   | 9.12     | -0.66 | 0.883      | 1.575348062     | 0.463                                | 5.354  |
| D4             | 10.56                                                                  | 11.44    | 0.88  | 0.138      | 0.544624328     | 0.450                                | 0.660  |
| D5             | 9.25                                                                   | 6.26     | -2.99 | 0.528      | 7.961547659     | 3.828                                | 16.557 |
| D6             | 9.73                                                                   | 10.57    | 0.84  | 0.687      | 0.560151465     | 0.216                                | 1.452  |
| D7             | 10.03                                                                  | 8.40     | -1.63 | 0.490      | 3.091208247     | 1.567                                | 6.099  |
| W2             | 9.49                                                                   | 10.00    | 0.51  | 0.855      | 0.703304924     | 0.215                                | 2.301  |
| W3             | 7.52                                                                   | 10.39    | 2.86  | 0.235      | 0.137587322     | 0.099                                | 0.191  |
| W4             | 12.00                                                                  | 11.50    | -0.50 | 0.443      | 1.41490105      | 0.765                                | 2.616  |
| W5             | 8.22                                                                   | 10.69    | 2.47  | 0.463      | 0.180352195     | 0.095                                | 0.343  |
| W6             | 10.32                                                                  | 11.64    | 1.31  | 0.395      | 0.402390086     | 0.233                                | 0.696  |
| W7             | 8.14                                                                   | 9.61     | 1.47  | 1.879      | 0.180352195     | 0.027                                | 4.881  |
| W8             | 12.51                                                                  | 12.26    | -0.25 | 0.691      | 1.187834082     | 0.456                                | 3.096  |

**Supplemental Table 8:** Expression over development wild-type vs 2dpf wild-type, *kif7*

| Formulas       |                                       |             |       |            |                 |                                      |       |
|----------------|---------------------------------------|-------------|-------|------------|-----------------|--------------------------------------|-------|
| dCT control    | <i>(AB Kif7 D2 - AB ACTB2 D2)</i>     |             |       |            |                 |                                      |       |
| dCT experiment | <i>(AB KIF7 D(n)- AB ACTB2 D(n))</i>  |             |       |            |                 |                                      |       |
| ddcT           | <i>(dCT experiment - dCT control)</i> |             |       |            |                 |                                      |       |
| fold change    | <i>2<sup>-(ddCT)</sup></i>            |             |       |            |                 |                                      |       |
| Timepoint      | dCT AB D2                             | dCT AB D(n) | ddCT  | ddCT Stdev | Fold Difference | 95% Confidence interval (+/-) 2stdev |       |
| D2             | 9.50                                  | 9.50        | 0.00  | 0.346      | 1               | 1.616                                | 0.619 |
| D3             | 9.50                                  | 9.78        | 0.28  | 0.541      | 0.824579018     | 1.745                                | 0.390 |
| D4             | 9.50                                  | 10.56       | 1.06  | 0.276      | 0.480638153     | 0.705                                | 0.328 |
| D5             | 9.50                                  | 9.25        | -0.25 | 0.338      | 1.189409333     | 1.900                                | 0.745 |
| D6             | 9.50                                  | 9.73        | 0.23  | 0.613      | 0.852451551     | 1.993                                | 0.365 |
| D7             | 9.50                                  | 10.03       | 0.53  | 0.247      | 0.694809674     | 0.979                                | 0.493 |
| W2             | 9.50                                  | 9.49        | -0.01 | 0.655      | 1.008679277     | 2.501                                | 0.407 |
| W3             | 9.50                                  | 7.52        | -1.98 | 0.338      | 3.936029614     | 6.286                                | 2.465 |
| W4             | 9.50                                  | 12.00       | 2.50  | 0.247      | 0.176970689     | 0.249                                | 0.126 |
| W5             | 9.50                                  | 8.22        | -1.28 | 0.494      | 2.428802703     | 4.817                                | 1.225 |
| W6             | 9.50                                  | 10.32       | 0.82  | 0.457      | 0.566102104     | 1.066                                | 0.301 |
| W7             | 9.50                                  | 8.14        | -1.36 | 1.843      | 2.562539985     | 32.980                               | 0.199 |
| W8             | 9.50                                  | 12.51       | 3.01  | 0.376      | 0.124109869     | 0.209                                | 0.074 |

**Supplemental Table 9:** Expression Over Development *Kif7<sup>co63/co63</sup>* vs 2dpf *Kif7<sup>co63/co63</sup>*, *kif7*

| Formulas    |                                                                              |                      |       |               |                    |                                            |        |  |
|-------------|------------------------------------------------------------------------------|----------------------|-------|---------------|--------------------|--------------------------------------------|--------|--|
|             | $(kif7^{co63/co63} \text{ KIF7 D2} - kif7^{co63/co63} \text{ ACTB2 D2})$     |                      |       |               |                    |                                            |        |  |
| dCT control | D2)                                                                          |                      |       |               |                    |                                            |        |  |
| dCT         | $(kif7^{co63/co63} \text{ KIF7 D(n)} - kif7^{co63/co63} \text{ ACTB2 D(n)})$ |                      |       |               |                    |                                            |        |  |
| experiment  | (dCT experiment - dCT control)                                               |                      |       |               |                    |                                            |        |  |
| ddcT        | fold change                                                                  |                      |       |               |                    |                                            |        |  |
|             | $2^{-(ddCT)}$                                                                |                      |       |               |                    |                                            |        |  |
| Timepoint   | dCT<br>kif7co63 D2                                                           | dCT kif7co63<br>D(n) | ddCT  | ddCT<br>Stdev | Fold<br>Difference | 95% Confidence<br>interval (+/-)<br>2stdev |        |  |
| D2          | 11.29                                                                        | 11.29                | 0.00  | 0.404         | 1                  | 1.751                                      | 0.571  |  |
| D3          | 11.29                                                                        | 9.12                 | -2.17 | 0.793         | 4.486895233        | 13.463                                     | 1.495  |  |
| D4          | 11.29                                                                        | 11.44                | 0.15  | 0.290         | 0.904174815        | 1.352                                      | 0.605  |  |
| D5          | 11.29                                                                        | 6.26                 | -5.03 | 0.554         | 32.70890216        | 70.456                                     | 15.185 |  |
| D6          | 11.29                                                                        | 10.57                | -0.72 | 0.488         | 1.649348036        | 3.245                                      | 0.838  |  |
| D7          | 11.29                                                                        | 8.40                 | -2.89 | 0.566         | 7.418758712        | 16.270                                     | 3.383  |  |
| W2          | 11.29                                                                        | 10.00                | -1.29 | 0.666         | 2.450382504        | 6.168                                      | 0.973  |  |
| W3          | 11.29                                                                        | 10.39                | -0.90 | 0.288         | 1.870569724        | 2.789                                      | 1.255  |  |
| W4          | 11.29                                                                        | 11.50                | 0.21  | 0.526         | 0.86489729         | 1.794                                      | 0.417  |  |
| W5          | 11.29                                                                        | 10.69                | -0.60 | 0.335         | 1.51304135         | 2.408                                      | 0.951  |  |
| W6          | 11.29                                                                        | 11.64                | 0.35  | 0.298         | 0.786826843        | 1.190                                      | 0.520  |  |
| W7          | 11.29                                                                        | 9.61                 | -1.67 | 0.526         | 3.192955101        | 6.617                                      | 1.541  |  |
| W8          | 11.29                                                                        | 12.26                | 0.97  | 0.691         | 0.509212699        | 1.328                                      | 0.195  |  |

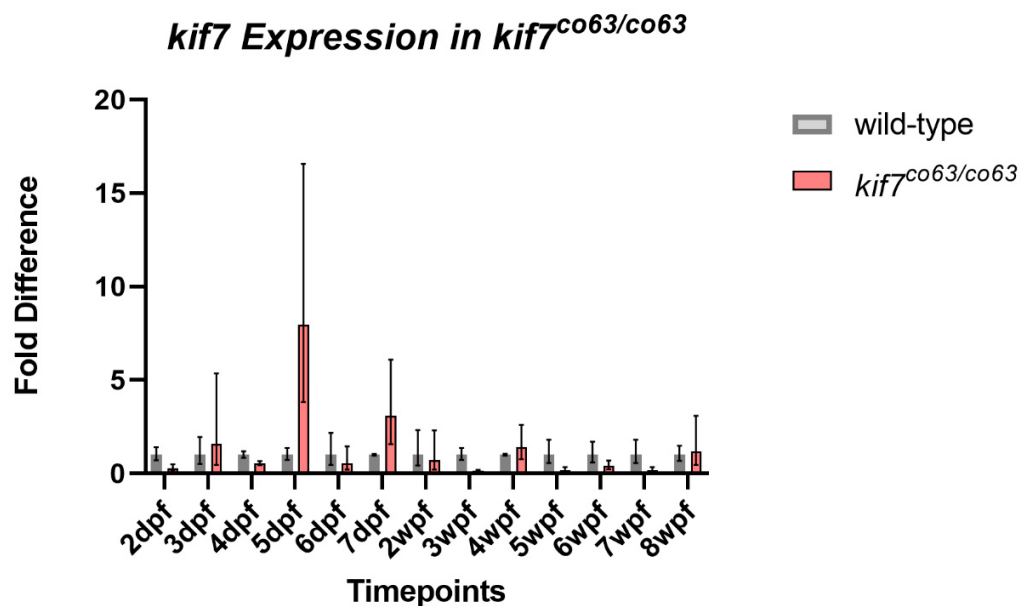

**Supplemental Figure 1:** *kif7* expression over zebrafish development in *kif7<sup>co63/co63</sup>* as compared to wild-type at each corresponding timepoint. Wild-type was used as the comparison sample, so was set at a fold change of “1” for each timepoint.

**A*****kif7* expression over time in wild-type**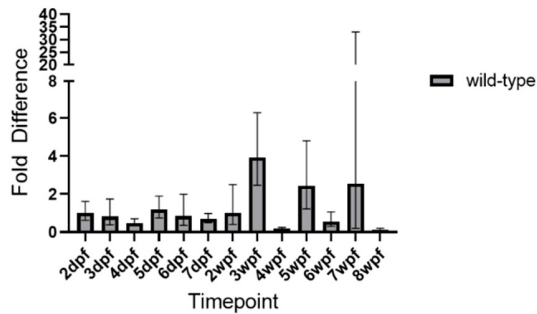**B*****kif7* expression over time in *kif7<sup>co63/co63</sup>***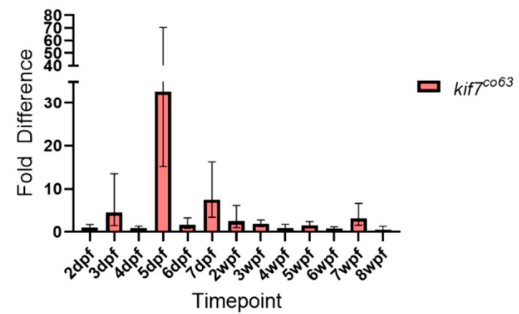

**Supplemental Figure 2:** Comparison in *kif7* expression over time in wild-type (A) and in *kif7<sup>co63/co63</sup>* (B) starting with 2dpf. Expression of *kif7* in wild-type is seen to be consistent during early development with higher expression seen closer to juvenile age. *Kif7* expression in *kif7<sup>co63/co63</sup>* has the opposite trend with higher expression observed earlier in development.

### 3.) Additional RNA sequencing figures

Supplemental Figure 3

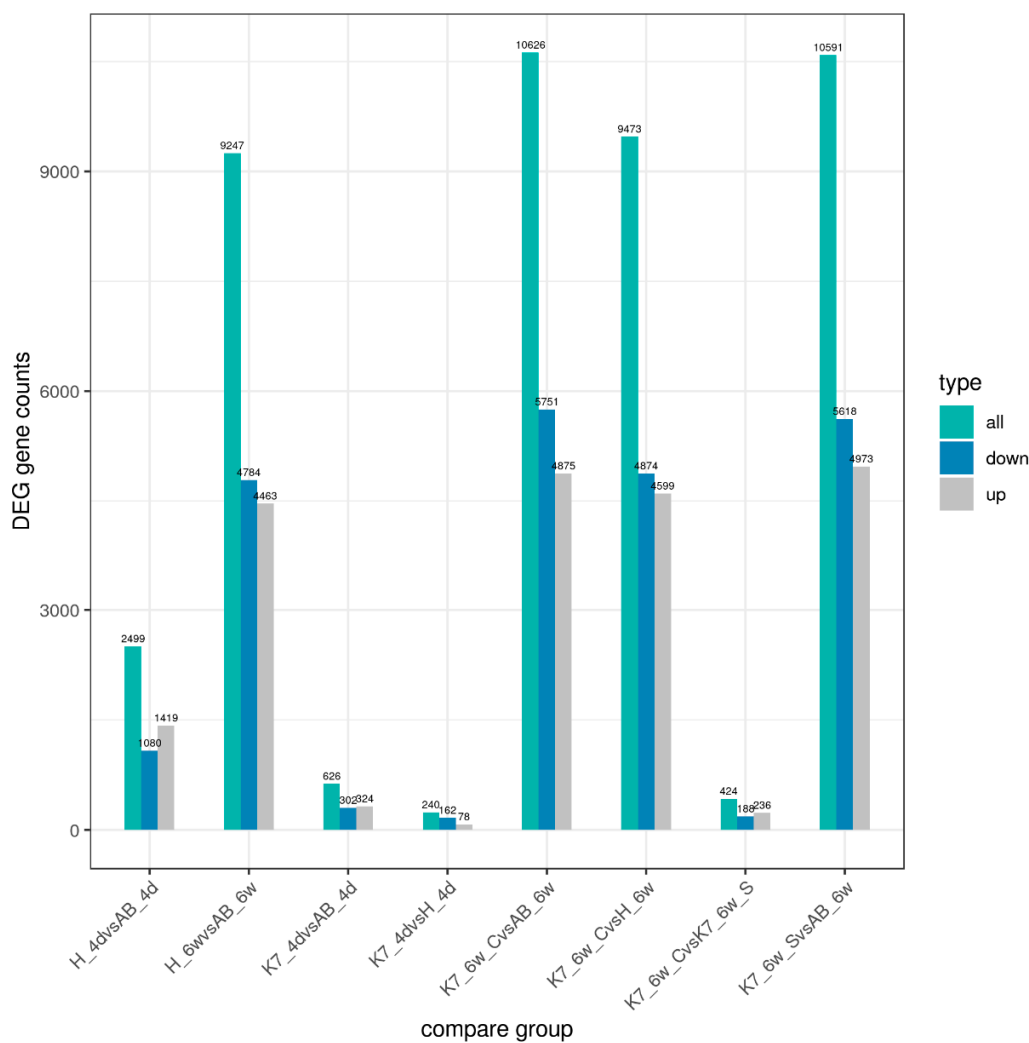

Supplemental Figure 4

Cuevas et al., Supplemental File 1

Pearson correlation between samples

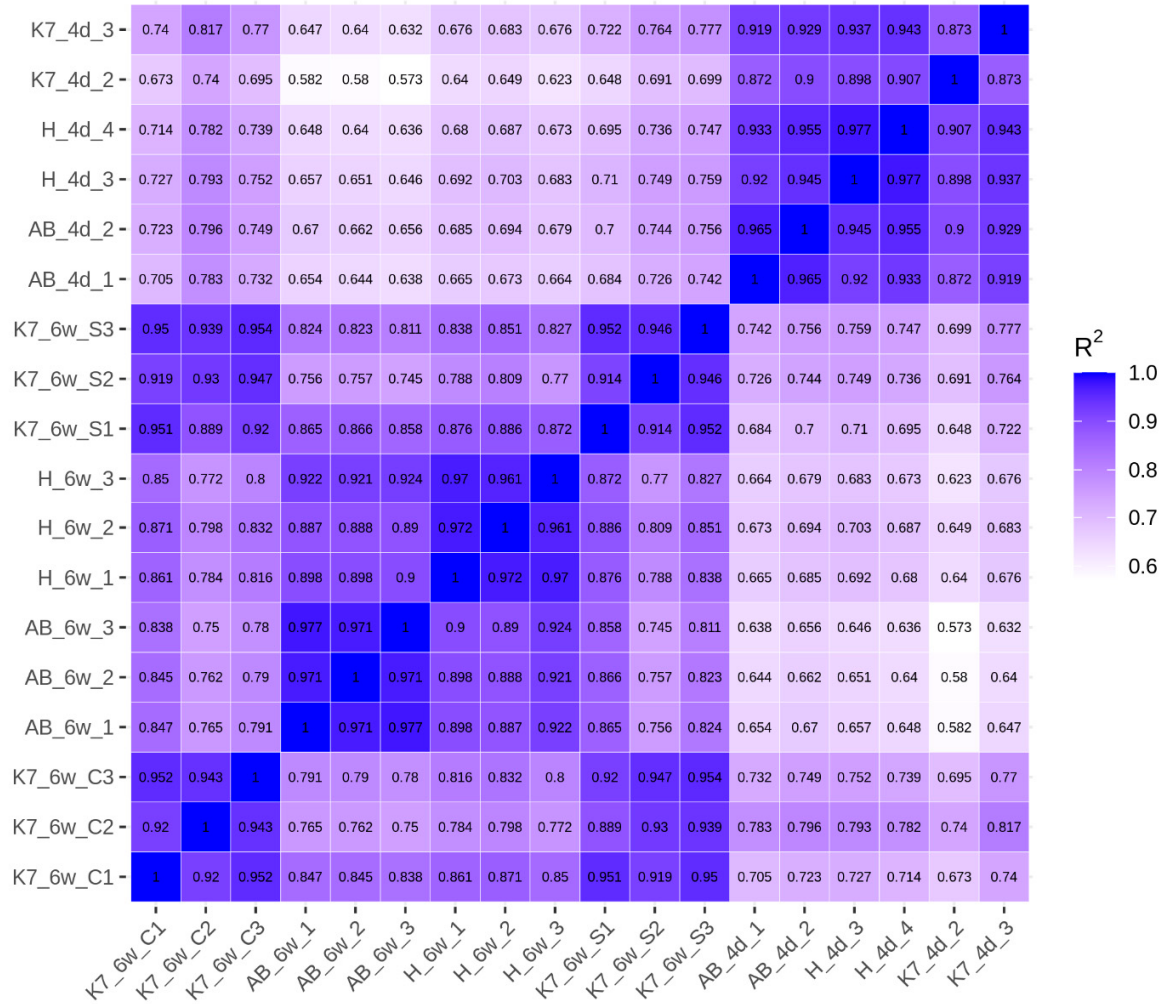

#### 4) Genotyping gel of *kif7<sup>co63/co63</sup>*

Cuevas et al., Supplemental File 1

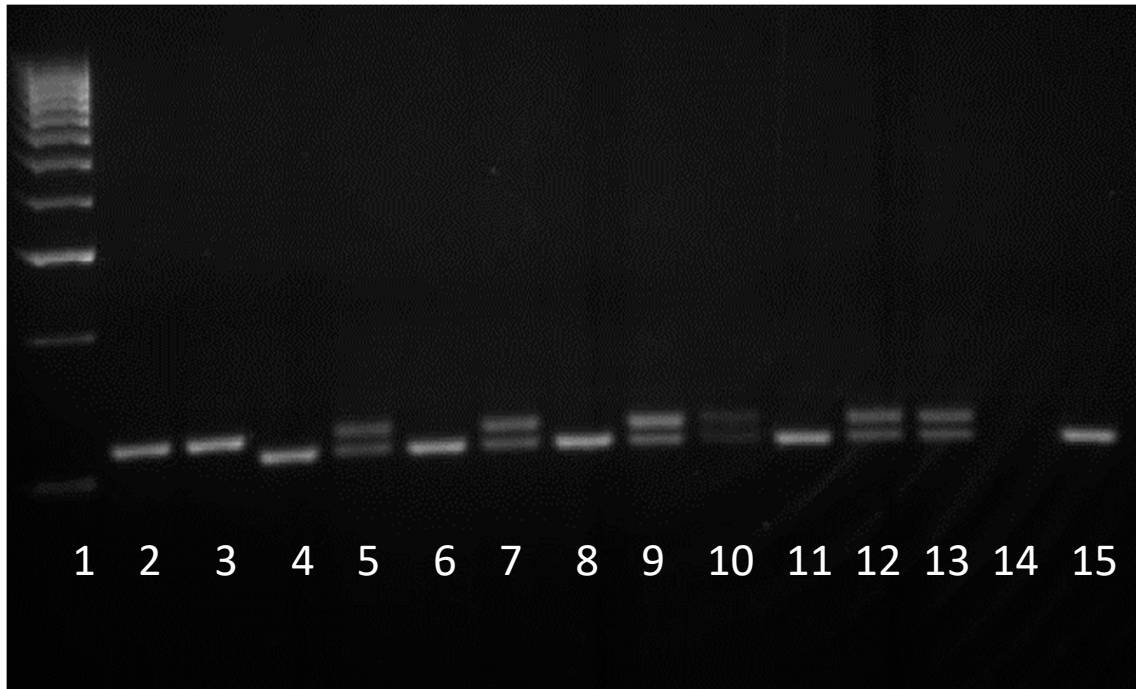

**Supplemental Figure 5:** Agarose gel depicting wild-type (lanes 4,6,8,11,15) ,  $kif7^{+/co63}$  (lanes 5,7,9,10,12,13) and  $kif7^{co63/co63}$  (lanes 1,2). Negative control: lane 14. Positive wild-type control: lane 15

##### 5) Complementation test of two *kif7* alleles

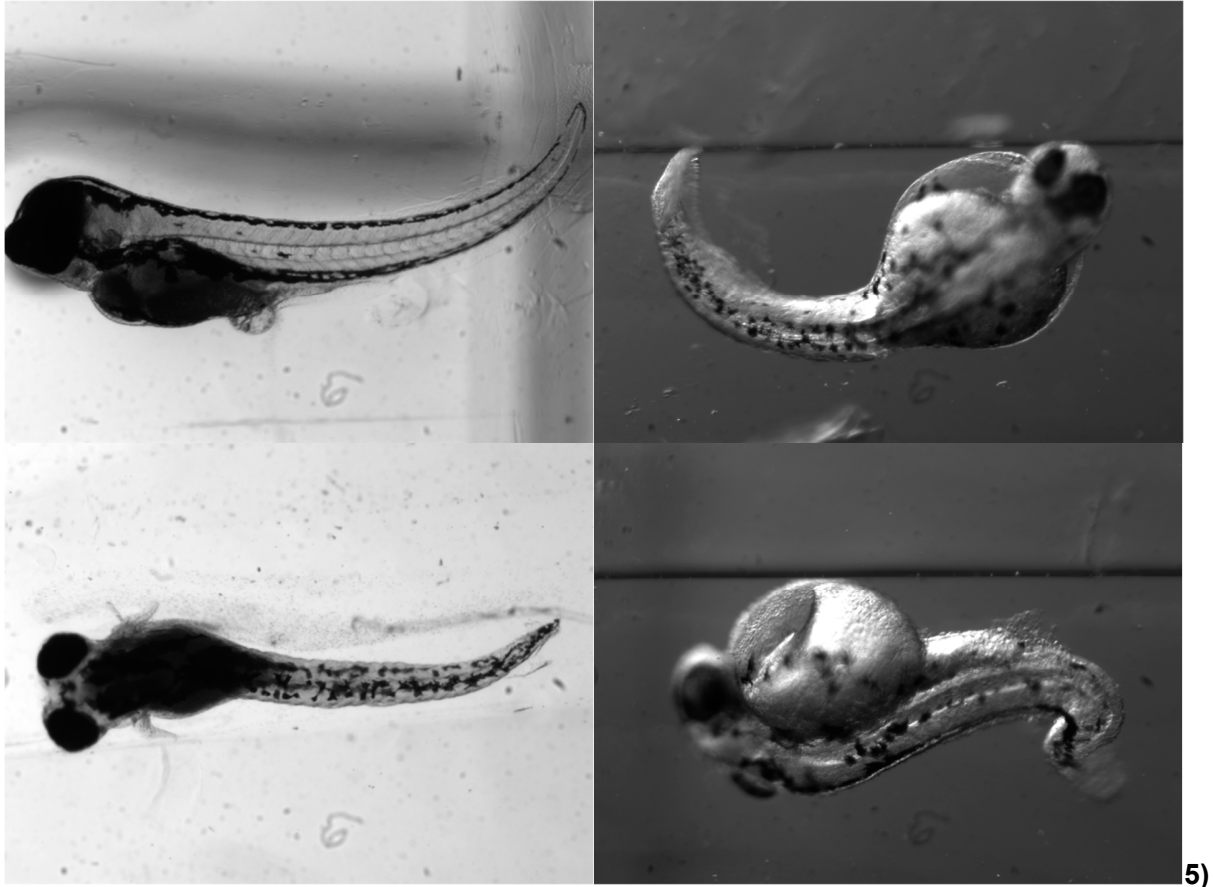

5)

**Supplemental Figure 6:** complementation test of *kif7*<sup>co63/co63</sup> female X *kif7* 4bp deletion male and *kif7*<sup>co63/co63</sup> male X *kif7* 4bp deletion female yielded fish with similar death rates and offsprings with spinal malformations. 34% survived and matured as expected at 24 hpf. ~46% of embryos died from cross. ~20% of embryos were underdeveloped at 24hpf.

How the deposited data were processed for this re-analysis (not part of the article)

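RNA was sequenced from single fish at 6 wpf, 3 each of AB, *kif7 co63/+*, non-scoliotic *kif7 co63/co63* and scoliotic *kif7 co63/co63*, and at 4 dpf from 2 pools of 20 embryos each of AB, *kif7 co63/+* and *kif7 co63/co63*, 18 libraries in 7 groups. The counts were made by the authors from reads base-called with CASAVA, after removal of reads with adapters or of low quality, by mapping to GRCz11 with HISAT2 and counting reads on Ensembl genes, and were deposited without normalization. The read counter and the annotation release are not stated. A second table holds the authors' own comparison of scoliotic with *kif7 co63/+* fish at 6 wpf. The log2 fold changes in it were computed by the authors with DESeq2 on counts scaled by size factors, as deposited. The p-values in it, unadjusted and Benjamini-Hochberg adjusted, come from the same DESeq2 comparison by the authors, as deposited.

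The count table holds 31901 genes, 436 of them on unplaced scaffolds, and library totals ran from 44503110 to 69698533. Symbols were taken from the count table, where 3911 genes share a symbol with another identifier, and 29178 identifiers were also found in a separate table of gene names. The 6 count columns of the authors' comparison were equal to those of the count table, and 12 other per-sample columns were not used. That comparison lists 27294 genes, of which 9473 have an adjusted p-value under 0.05, 4599 higher and 4874 lower in scoliotic fish. Of these, 8270 were also called by edgeR and 9473 by DESeq2 as run here, and its log2 fold changes had a Pearson r of 0.99946 with those of edgeR across 22756 genes.

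Groups were compared in 8 pairs with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit, glmQLFTest) on raw counts, with TMM normalization and only the 2 compared groups in a fit. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, and called at a Benjamini-Hochberg adjusted p-value under 0.05. The difference between the effect at 6 wpf (scoliotic against AB) and at 4 dpf (*kif7 co63/co63* against AB) was tested as a contrast in 1 fit of all 18 libraries. Lists of genes were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over 10 lists. These were keratins, immunoglobulins, intraflagellar transport and Bardet-Biedl syndrome genes, the Shh pathway, and markers of skeletal muscle, ovary, erythrocytes, liver, epidermis and exocrine pancreas. The first 3 were chosen by symbol or description and the others from general knowledge. The keratin and epidermis lists share 11 genes. Further lists of clock genes and of hedgehog targets were written later, for single tests of the closing section. Principal components and Euclidean distances were computed on log2 CPM with a prior count of 2. Permutation tests of 3 against 3 fish went through all 10 splits, and the genomic grouping of called genes within 500 kb was compared with 10000 seeded draws. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

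The tests, the lists of the 10 tested sets and the alternatives were chosen before the data were examined, except where the text says otherwise. The alternatives were RLE normalization, DESeq2 1.42.0, no filter on low counts, a filter at a mean of 1 CPM, all libraries of an age in 1 fit, the replicate number as a block, and leaving out each library in turn. Others were camera with an estimated correlation, fry, other gene sets or scales for the components and distances, and other windows and thresholds for the genomic grouping. Where a group of 2 pools lost 1, only a fold change was taken from the fit.

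The tests were tested on simulated data, with 200 changed genes among counts drawn with the means and dispersions of these libraries. At 3 fish against 3 (scoliotic against non-scoliotic), edgeR recovered 81 of the 200, with 11 false among 92 calls, and DESeq2 recovered 138, with 89 false among 227. For scoliotic against AB fish, edgeR recovered 102 with 12 false among 114 calls, and DESeq2 156 with 105 false among 261. The false share depends on how many genes truly change. In the real counts of these fish 9583 genes were called, so this share does not carry over to that comparison. At 2 pools against 2, edgeR recovered 17 with 1 false among 18 calls, and DESeq2 74 with 32 false among 106. On 10 simulated lists, camera and fry both called the 1 list that was shifted and none of the others. The permutation test of genomic grouping, with 1000 draws, gave a permutation p = 1.0 for 84 genes placed at random. For 84 genes that included a cluster placed together, it gave a permutation p = 0.001, the smallest that 1000 draws can give.

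The SYSCILIA, GO and InterPro lists of the paper were not used here. The copy of the paper's table of scoliotic against non-scoliotic fish that was used here holds 1368 genes and was not compared gene by gene. RT-qPCR and staining were not analysed here. Results for some single genes are not reported.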

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

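Of the tests in this part, those of the genomic grouping of genes, of a rise in scoliotic fish, of curvature, of a deletion, of sequencing depth, of the low pool at 4 dpf, of shared parents and of the mutation as a cause for clock genes were chosen only after the result was seen. *nr1d1* and *actc1b* were picked after their values were seen.

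The difference of scoliotic fish from AB fish at 6 wpf was unlike that of *kif7 co63/co63* from AB pools at 4 dpf. The contrast of scoliotic against AB fish at 6 wpf with *kif7 co63/co63* against AB pools at 4 dpf had an adjusted p-value under 0.05 in 3440 of 24687 genes, 1590 higher and 1850 lower, and an unadjusted p-value under 0.05 in 7114. Among the genes with the smallest p-values, the difference was 9.63 (log2) for *smpd5* and 8.71 for *adrb2b*, both with 0 reads in AB fish at 6 wpf, so that these 2 fitted values depend on the prior count. It was −4.79 for *ces2* and −7.59 for *ces3*. These 2 genes were lower than in AB at 6 wpf by less in non-scoliotic fish (−1.71 and −1.81), so that phenotype enters this difference. A candidate explanation is delayed growth of the homozygous fish. The changes of scoliotic fish from AB ran against those from 4 dpf to 6 wpf in *kif7 co63/+*, with a Pearson r of −0.34 across 22483 genes (SD over chromosomes 0.14), where the bound for delayed growth was set after r was seen. Age, a single fish against a pool, the clutches and the phenotype (scoliotic fish only at 6 wpf) differ together between the groups of this contrast, and genes are not independent, so growth, clutch, pooling and phenotype cannot be told apart for the 3440 genes.

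A stretch of chromosome 6 differed between scoliotic and non-scoliotic fish. It holds 13 genes called higher in scoliotic fish, of which the paper names 5 (*krt4*, *krtt2c6*, *krtt1c6*, *os9* and *myl6*). More epidermal tissue in the scoliotic libraries is argued against by the epidermis markers outside chromosome 6, with a median log2 fold change of −0.054 over 21 genes (SD 0.62, highest 1.66, 0 called). Reads counted on other copies would restore 27.1% of the CPM missing in non-scoliotic fish, 155 of 572 CPM over 436 scaffold genes, and the other keratins were lower by 638 CPM in non-scoliotic fish. Reads that did not map to GRCz11 were not examined, so a loss of mapped reads cannot be told apart from a loss of RNA. A rise in the scoliotic fish as the whole cause is argued against by the genes tested between 39 and 40 Mb, of which 19 of 22 were called lower in non-scoliotic than in AB fish (median log2 fold change −4.45, SD 2.84). At *krtt1c6*, which was not lower in non-scoliotic than in AB fish (0.20), the counts leave a rise open, since scoliotic and AB fish also differ in genotype and line. The paper's RT-qPCR on the same RNA argues against a large rise there. It showed no clear change of *krtt1c6* in scoliotic fish, against AB or against non-scoliotic fish. A rise also stays open at *prss60.2*, which was not tested between non-scoliotic and AB fish. It had 0 or 1 reads per AB fish, 0 in non-scoliotic and 224 to 336 in scoliotic fish. Curvature that raises the genes is argued against by the *kif7 co63/+* fish, which the paper does not describe as curved: the highest log2 fold change of scoliotic against *kif7 co63/+* fish over the 24 genes tested was 1.01, where the lowest of the 13 genes against non-scoliotic fish was 3.60. *krt4* had 408 CPM in scoliotic, 368 in *kif7 co63/+*, 385 in AB and 2.37 in non-scoliotic fish. A homozygous deletion of the whole stretch is argued against by 10 of 21 genes between its ends with more than 3 reads in every non-scoliotic fish. Fewer reads from non-scoliotic fish are argued against by their library totals, 1.20 times those of scoliotic fish at the median.

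What stays open for the stretch is a haplotype. A candidate explanation is a haplotype shared within each group of fish and different between the groups, since 49 of the 84 called genes had another called gene within 500 kb. Without the chromosome 6 stretch, an alternative chosen after the data were examined, this held for 36 of 71. At 4 dpf, 7 of 10 expressed genes of the stretch were over 4-fold lower in *kif7 co63/co63* pool 2 than in each other pool, with a median log2 difference from pool 1 of −3.77. A chromosome 6 haplotype that segregates in the line apart from curvature may give this, but with 2 pools it cannot be told apart from another difference between the pools. Parents shared within a phenotype were not tested for the stretch and stay open.

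Some genes, most of which the paper does not discuss, were absent in all fish of one phenotype and present in all of the other. With at most 3 reads as absent and at least 50 as present, there were 20 such genes, with *myl6* and si:dkeyp-73d8.9 among those of Table 2. The highest number in the 9 other splits of the 6 fish was 7. Of the 20 genes, 16 lay outside the bin from 39 to 40 Mb of chromosome 6, and 4 (*myl6*, *atf7b*, *mettl7a* and si:dkeyp-73d8.9) had at least 50 reads in all AB fish. Parents that fish of one phenotype share and the others do not may explain the 20 genes, but parentage is not given for these fish, so shared parents cannot be told apart from an effect of phenotype.

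*nr1d1*, a clock gene the paper does not discuss, differed between *kif7 co63/+* and AB fish at 6 wpf, with 157 ± 9.63 and 1.02 ± 0.217 CPM (SD, n = 3 each) and a log2 fold change of 7.25. All 11 clock genes seen first were called by edgeR in this comparison. *kif7 co63/+* fish taken at another time of day may explain this. Of 14 called genes on a list of other clock genes, 10 moved in the direction named for it, under the share that had been set as the bound. Time of day therefore cannot be told apart from clutch, which may differ with the group. An effect of the mutation that homozygous fish share is argued against by the 11 genes in scoliotic fish, which moved from AB by at most 0.59 (log2) in the direction of *kif7 co63/+* fish, where *kif7 co63/+* fish moved by at least 1.02. *nr1d1* was −0.75 in scoliotic fish, and the median of the 11 genes, in the same direction, was 2.76 in *kif7 co63/+* and 0.10 in non-scoliotic fish (highest 1.54).

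*actc1b*, a muscle gene the paper does not discuss, differed by −4.55 (log2) between *kif7 co63/co63* pool 1 and pool 2 at 4 dpf. Less muscle RNA in pool 1 is argued against by 18 other skeletal muscle markers, which moved apart in both directions, from −4.34 to 3.93 (SD 2.09), with a median difference of −0.31 and 10 lower in pool 1. Reads shared between actin paralogs were not tested, and no biological explanation was tested.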

How the results depend on the processing

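For the log2 fold changes of single genes and the called genes of 6 lists in a comparison, 149 results together, the alternatives gave 731 values, of which 699 kept their direction and their side of the threshold, 20 were weaker, 9 stronger and 3 moved, and 0 changed sign. Leaving out each library in turn gave 780 values, all of single genes, 672 at 6 wpf and 108 at 4 dpf. At 6 wpf, 16 values changed sign, 38 were weaker and 3 stronger. At 4 dpf, where only fold changes were taken, 15 values changed sign, at 10 genes, and 9 moved by more than the spread between pools. The numbers of called genes over all genes, the list tests and the summary values are given separately. The cause was not tested unless it is given. The crossed block and the keratin list without the 3 of Table 2 were chosen after the data were examined.

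With DESeq2 in place of edgeR, 424 genes were called between scoliotic and non-scoliotic fish, and 626 (*kif7 co63/co63* against AB), 2483 (*kif7 co63/+* against AB) and 237 (*kif7 co63/co63* against *kif7 co63/+*) at 4 dpf. With no filter on low counts the 4 dpf counts were 519, 2796 and 80. With all libraries of an age in 1 fit they were 278, 21 and 45, and 138 between scoliotic and non-scoliotic fish. Of the 21 genes 95.2% were higher, against 61.8% in the pairwise fit. With all libraries of an age in 1 fit the median log2 fold change of all genes for scoliotic against AB fish shifted to 0.11. Most calls then were higher, 5891 against 4874 lower in scoliotic fish and 5738 against 4818 in non-scoliotic fish. The other alternatives kept more genes lower than higher in both comparisons with AB.

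With the replicate number as a block, 29 genes were called between scoliotic and non-scoliotic fish, 526 between *kif7 co63/co63* and AB pools and 264 between *kif7 co63/co63* and *kif7 co63/+* pools. With the numbers of 1 genotype exchanged, the crossed block called 562 between *kif7 co63/co63* and AB pools. The numbers are not known to pair the libraries. The correlation of residuals between equal numbers was 0.04 to 0.44 for scoliotic and non-scoliotic fish (over 0.1 for 2 of 3 numbers), −0.07 to 0.04 in the other 6 wpf comparisons, and −0.13, −0.02 and −0.04 at 4 dpf.

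Across the fits that each left out 1 fish, the calls ranged from 36 to 92 between scoliotic and non-scoliotic fish, from 5195 to 9202 between *kif7 co63/+* and AB fish, and from 5318 to 7971 between scoliotic and *kif7 co63/+* fish. The lowest counts came without scoliotic fish 1, *kif7 co63/+* fish 1 and *kif7 co63/+* fish 1. Of the 10 gene lists, 1 was called (keratins). With the correlation estimated and with the keratin list without the 3 of Table 2 it was 0, and across the fits that left out 1 fish it was 0 to 2. It was 0 without non-scoliotic fish 1, and 2 with exocrine pancreas (without scoliotic fish 3 or non-scoliotic fish 3) or with ovary (without non-scoliotic fish 2).

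The share of the first component was 70.9% with the 500 most variable genes, 54.5% with log2(FPKM + 1) and 34.9% with genes scaled to unit variance. The distance ratio of scoliotic to non-scoliotic fish was reversed with the 500 most variable genes, at 0.927, where fish of the same phenotype lay further apart than fish of different phenotypes. With genes scaled to unit variance it was 1.05, and 1 of the 10 splits, the real one, was as large. The correlation with age was −0.50 for genes of at least 10 CPM.

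The 16 changes of sign at 6 wpf came with fits that left out 1 fish, none past the threshold. Against AB, *krt4* in scoliotic fish ranged from −0.042 to 0.10 and was also below 0 in 3 other fits, each at −0.02, and in *kif7 co63/+* fish from −0.51 to 0.13, with 0.07 and 0.02 also above 0. In non-scoliotic fish against AB, *krtt1c6* ranged from −0.039 to 0.37 and *ttc38* from −0.095 to 0.21. Between scoliotic and non-scoliotic fish, *kif7* ranged from −0.062 to 0.044 (above 0 also without scoliotic fish 2), *gli1* from −0.078 to 0.14, *gli2a* from −0.011 to 0.19, *dlg5a* from −0.0029 to 0.11 (below 0 also without non-scoliotic fish 2) and *ca15b* from −5.87 to 0.11, the last without non-scoliotic fish 1. At 4 dpf, where 2 pools per genotype were used, no call was made after leaving out a pool. The 10 genes that changed sign there were *kif7*, *gli1*, *gli2a*, *gli2b*, *smo*, *dlg5a*, *dlg5b.1*, *bmp4*, *bmp1a* and *bmp1b*, between *kif7 co63/co63* and AB pools, and the stability of calls over pools was not tested.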

Differences from the paper's values

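The tests in this part were not chosen after the result was seen, except the crossed block. Between scoliotic and non-scoliotic fish, 30 genes were called lower against the paper's 188, and 54 higher against the paper's 236. Of the alternatives set before the data were examined, DESeq2 gave 188 and 236. RLE normalization (30 and 54), no filter on low counts (32 and 53), a filter at 1 CPM (26 and 48), all libraries of an age in 1 fit (59 and 79) and the replicate block (8 and 21) stayed apart from the paper's values.

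Between *kif7 co63/co63* and AB pools at 4 dpf, 114 genes were called against the paper's about 630 in Supplemental Figure 3, read by eye. DESeq2 (626), no filter on low counts (519) and the replicate block (526) closed the gap, as did the crossed block (562), which was chosen after seeing the values. RLE normalization (114), a filter at 1 CPM (93) and all libraries of an age in 1 fit (278) did not.

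Between *kif7 co63/+* and AB pools, 1381 genes were called against the paper's about 2500 in Supplemental Figure 3, read by eye. DESeq2 (2483) and no filter on low counts (2796) closed the gap. RLE normalization (1375), a filter at 1 CPM (1408), all libraries of an age in 1 fit (21) and the replicate block (1248) did not.

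Between *kif7 co63/co63* and *kif7 co63/+* pools, 8 genes were called against the paper's about 240 in Supplemental Figure 3, read by eye. DESeq2 (237) and the replicate block (264) closed the gap. RLE normalization (8), no filter on low counts (80), a filter at 1 CPM (8) and all libraries of an age in 1 fit (45) did not.

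The paper states that *kif7* was below detection at 4 dpf, where the *kif7 co63/co63* pools had 559 and 1223 reads. It states that immunoglobulin terms are enriched among genes lower in scoliotic fish. Of the immunoglobulin list, 0 of 8 tested were called here by edgeR, 1 (*ighv1-4*) had an unadjusted p-value under 0.05, and DESeq2 called *ighv1-4*. The paper tested GO and InterPro terms, which were not used here, so these 8 genes cannot decide its statement. It states that *ptch1* is higher at 4 dpf; its log2 fold change was 3.29 with an adjusted p of 0.272 from edgeR, and DESeq2 (0.00104), no filter (0.00578) and the replicate block called it. It states that Shh genes were largely unaltered in mutants, with *ptch1* and *gli1* as higher; 9 of 13 tested Shh pathway genes were called between scoliotic and AB fish, where 42.1% of all tested genes were called. It states that RNA sequencing gave no usable data for Shh genes between scoliotic and non-scoliotic fish, where 13 of the 15 identifiers were tested here.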

Other observations

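In this part, the tests of the *ptch1* region, of the *ptch1* allele and of the other splits were chosen only after the result was seen.

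Of the 10 splits of the 6 fish, 1 gave as many called genes as the real one, the real one itself, for each of scoliotic against non-scoliotic (84), scoliotic against AB (9583), non-scoliotic against AB (9873 of 22891, 4856 higher and 5017 lower), *kif7 co63/+* against AB (8352) and scoliotic against *kif7 co63/+* (8389 of 22756, 4190 higher and 4199 lower). The other splits gave up to 11 calls in the first comparison, 2 of them with any, and 0 in the 4 others. With 10 splits this share cannot be under 0.1.

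The genes called between scoliotic and non-scoliotic fish also lay close together at other settings: 39 of 84 within 100 kb, 54 within 1 Mb, 17 of 35 at an adjusted p under 0.01, and 275 of 424 with DESeq2. For *kif7 co63/+* against AB fish, 8219 of 8352 called genes had a called neighbour, against a mean of 8199.9 in random draws (permutation p = 0.0371).

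*ptch1* was higher in all *kif7* mutant groups than in AB. Higher hedgehog signalling may explain this, and 11 other hedgehog targets were tested in each comparison. Their median log2 fold change in scoliotic against AB fish was 0.39 (SD 0.63, 9 higher and 2 lower, 3 called, all higher). It was 0.37 in non-scoliotic fish (8 higher and 3 lower, 3 called, all higher). In *kif7 co63/+* fish it was 0.24 (9 higher and 2 lower, 2 called, both higher). In *kif7 co63/co63* against AB pools at 4 dpf it was −0.08 (4 higher and 7 lower, 0 called and 0 at an unadjusted p under 0.05). Higher signalling therefore cannot be told apart from a difference in background. An allele of *ptch1* or its surroundings that AB fish lack may also explain the higher *ptch1*. The rise from AB to *kif7 co63/+* was 51.5% of the rise from AB to scoliotic fish, which both explanations allow. A haplotype around *ptch1* is consistent with 9 of 13 tested genes within 500 kb over 4-fold changed, a count that 2.62% of 22435 centres reach (587 of them); 11 of the 13 were called.

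The 2 AB pools at 4 dpf differed in clock genes. Pools taken at different times of day may explain this, but of 14 other clock genes 8 differed in the named direction, under the bound that had been set. With 1 pair of pools it cannot be told apart from other differences between them.

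The correlation of the changes of scoliotic fish from AB with those from 4 dpf to 6 wpf was −0.22 by Spearman, −0.34 with RLE normalization and −0.28 in non-scoliotic fish.

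Between scoliotic and non-scoliotic fish, no gene of the other lists was called by edgeR. The adjusted p from camera, with the number of genes at an unadjusted p under 0.05, was 0.663 and 1 for epidermis, 0.365 and 1 for erythrocytes, 0.101 and 0 for exocrine pancreas, 0.365 and 2 for liver, 0.365 and 0 for ovary, 0.832 and 2 for skeletal muscle, and 0.524 and 2 for intraflagellar transport and Bardet-Biedl syndrome genes. Adjusted over the list alone, 1 liver gene, *serpina1*, was called. Camera's direction changed from lower to higher in scoliotic fish for erythrocytes, liver, exocrine pancreas and ovary without scoliotic fish 2, for ovary without non-scoliotic fish 1, for skeletal muscle without scoliotic fish 1, non-scoliotic fish 2 or non-scoliotic fish 3, for epidermis without non-scoliotic fish 3, and for the Shh pathway without scoliotic fish 1 or non-scoliotic fish 3. The lowest adjusted p among these fits was 0.4376, for ovary. The ovary markers had a median log2 fold change of −1.21 in this comparison. Against AB, it was −4.91 in scoliotic fish (12 of 15 called lower), −3.50 in non-scoliotic and −0.56 in *kif7 co63/+* fish. In scoliotic fish against AB, the median was 0.99 for erythrocyte markers (8 of 9 called higher) and 0.96 for skeletal muscle markers (15 of 19 called higher). No biological explanation was tested for these.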
